# Effect of M2-like macrophages of the injured-kidney cortex on kidney cancer progression

**DOI:** 10.1038/s41420-022-01255-3

**Published:** 2022-12-05

**Authors:** Taisuke Ishii, Imari Mimura, Koji Nagaoka, Akihiro Naito, Takehito Sugasawa, Ryohei Kuroda, Daisuke Yamada, Yasuharu Kanki, Haruki Kume, Tetsuo Ushiku, Kazuhiro Kakimi, Tetsuhiro Tanaka, Masaomi Nangaku

**Keywords:** Cancer microenvironment, Immunosurveillance

## Abstract

Chronic kidney disease (CKD) affects kidney cancer patients’ mortality. However, the underlying mechanism remains unknown. M2-like macrophages have pro-tumor functions, also exist in injured kidney, and promote kidney fibrosis. Thus, it is suspected that M2-like macrophages in injured kidney induce the pro-tumor microenvironment leading to kidney cancer progression. We found that M2-like macrophages present in the injured kidney promoted kidney cancer progression and induced resistance to anti-PD1 antibody through its pro-tumor function and inhibition of CD8^+^ T cell infiltration. RNA-seq revealed *Slc7a11* was upregulated in M2-like macrophages. Inhibition of Slc7a11 with sulfasalazine inhibited the pro-tumor function of M2-like macrophages and synergized with anti-PD1 antibody. Moreover, *SLC7A11*-positive macrophages were associated with poor prognosis among kidney cancer patients. Collectively, this study dissects the characteristic microenvironment in the injured kidney that contributed to kidney cancer progression and anti-PD1 antibody resistance. This insight offers promising combination therapy with anti-PD1 antibody and macrophage targeted therapy.

## Introduction

Cancer is more common among patients with chronic kidney disease (CKD) [1–3]. Moreover, several studies have shown that CKD increases cancer mortality [4, 5]. Specifically, CKD is associated with an increased risk of cancer death among kidney cancer patients [6]. The association between CKD and cancer mortality remained evident after adjusting for chemotherapy and patients’ factors, including performance status [7]. These facts indicate that CKD contributes to cancer progression. However, to date, few studies have assessed the biological mechanism by which CKD worsens cancer progression.

Macrophages are a well-known major component of the innate immune system and display several phenotypes in response to each microenvironment. In the injured kidney, macrophages (especially M2-like macrophages) are related to fibrosis in several organs, including the kidneys [8]. Tumor-associated macrophages (TAMs) are a major component of the tumor microenvironment (TME) [9]. TAMs contain two phenotypes: anti-tumor (M1-like) and pro-tumor (M2-like) [10]. There are many known differences between M1-like and M2-like TAMs, including differences in transcription factors, cytokine production and function [11, 12]. Recent studies showed that susceptibility to ferroptosis, which is mainly caused by oxidative stress, and the expression level of ferroptosis-related genes were different between M1-like and M2-like TAMs [13, 14]. M2-like TAMs enhance tumor progression in various types of cancer [10]. Although previous studies reported various results, M2-like TAMs generally release immunosuppressive cytokines, transforming growth factor-beta, and vascular endothelial growth factor (VEGF), leading to tumor progression and drug resistance [15–17]. In kidney cancer, M2-like TAMs similarly promote cancer progression through angiogenesis and stimulation of tumor proliferation [18]. Additionally, in clear cell renal cell carcinoma (ccRCC), certain types of macrophages correlated to the low prevalence of tumor-infiltrating T cells and poor prognosis [19].

Although immune checkpoint inhibitors (ICIs) have recently become the standard therapy for several types of cancer, including ccRCC and non ccRCC [20], resistance to ICIs remains a major clinical problem [21, 22]. Therefore, the development of new therapeutic strategies is urgently needed for various types of cancer [23, 24]. Generally, the presence of M2-like macrophages is recognized as a factor that reduces the efficacy of ICIs [21, 25]. High expression of myeloid signature has been associated with poor efficacy among metastatic ccRCC patients who received atezolizumab monotherapy, which is one of the ICIs [26]. Recently, macrophage-targeted therapies have been investigated to complement the effect of ICIs [10, 21]. Collectively, these results suggest that myeloid cells, especially M2-like TAMs, would decrease the efficacy of ICIs leading to poor prognosis. However, whether M2-like macrophages in the injured kidney affect the efficacy of ICI therapy in kidney cancer patients remains unclear.

Macrophages have important roles both in kidney fibrosis and kidney cancer progression. Therefore, we hypothesized that M2-like macrophages in injured kidneys contribute to kidney cancer progression leading to poor prognosis and resistance to ICI therapy among kidney cancer patients with CKD. To test this hypothesis, we evaluated murine kidney cancer progression in injured kidneys and assessed the relationship between M2-like macrophages in injured kidneys and kidney cancer progression. Furthermore, we assessed whether these macrophages affected ICI efficacy and explored the genetic features of M2-like macrophages in this microenvironment. This study would provide a basis for the development of promising combination therapy of ICI and macrophage-targeting therapy, which modulates macrophage function, for kidney cancer patients with CKD.

## Results

### Kidney cancer is more progressive in injured kidneys with F4/80^low^Ly6C^low^ macrophage infiltration than in healthy kidneys

Kidney fibrosis was induced after unilateral ischemia-reperfusion injury (uIRI), a well-established acute kidney injury (AKI) to CKD model in vivo [27–30]. Sirius red staining indicated that kidney fibrosis developed on day 14 after uIRI, and accumulation of F4/80^+^ macrophages was detected in the injured kidney cortex (Fig. 1a). Next, we inoculated RenCa cells, which is a BALB/c derived murine kidney cancer cell line, into renal subcapsule 14 days after uIRI to examine tumor growth and tumor-infiltrating macrophages in the tumor tissue. Kidney cancer in the uIRI kidney (uIRI-Can) progressed more aggressively than that in the sham-treated kidney (Sham-Can) (Fig. 1b, c). In uIRI-Can, the proportion of F4/80^low^Ly6C^low^ macrophages in F4/80^+^Gr1^−^ cells was higher (Fig. 1d, e), and the proportion of F4/80^high^Ly6C^low^ macrophages was lower (Fig. 1f), compared to that in Sham-Can. However, F4/80^low^Ly6C^high^ macrophage proportions were not significantly different between the two groups (Fig. 1g).

**Fig. 1:**
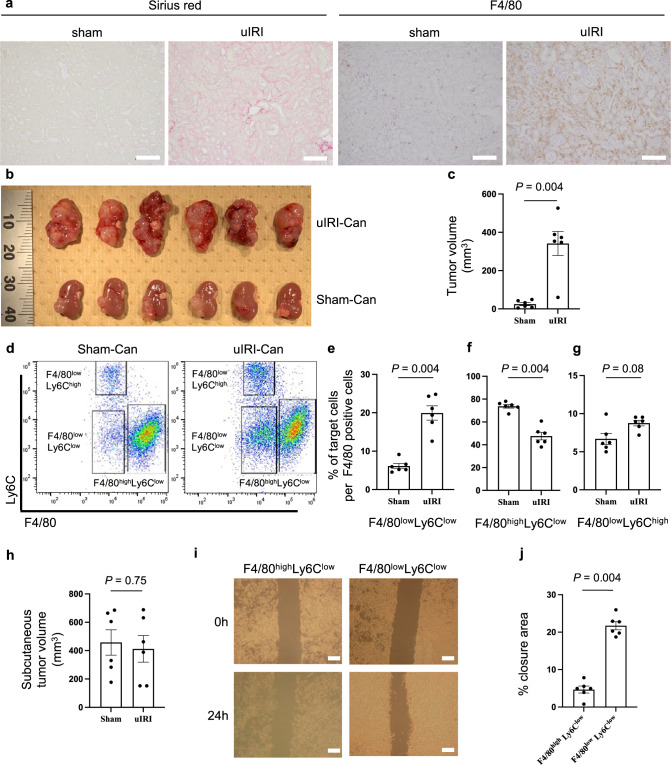

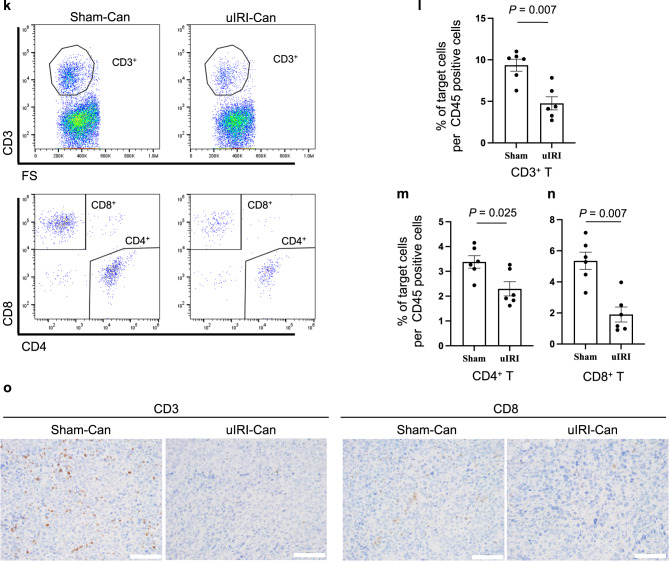
Kidney cancer progression in the injured kidney is enhanced with an increase in F4/80^low^Ly6C^low^ M2-like macrophages and decrease in tumor-infiltrating T cells. **a** uIRI was conducted for 30 min, and mice were euthanized 14 days after uIRI. Kidney fibrosis and macrophage accumulation in the renal cortex was assessed. Representative Sirius red staining (left) and immunohistochemical analysis of F4/80 expression (right) in the kidney cortex are shown. Scale bars: 100 μm. **b**–**g** RenCa cells were inoculated into subcapsular kidney 14 days after uIRI (uIRI-Can) or sham-operation (Sham-Can). Mice were euthanized 20 days after inoculation. **b** Picture of uIRI-Can and Sham-Can is shown. **c** The tumor volume of uIRI-Can and Sham-Can is shown. (*n* = 6 per group; two-sided Mann–Whitney *U* test). **d** F4/80^low^Ly6C^low^ cells, F4/80^high^Ly6C^low^ cells, and F4/80^low^Ly6C^high^ cells were detected by flow cytometry. One plot from each group (Sham-Can (left) and uIRI-Can (right)) is shown. Percentages of F4/80^low^Ly6C^low^ cells (**e**), F4/80^high^Ly6C^low^ cells (**f**), and F4/80^low^Ly6C^high^ cells (**g**) among F4/80^+^ cells are shown. (*n* = 6 per group; two-sided Mann–Whitney *U* test). **h** RenCa cells were subcutaneously injected 14 days after uIRI or sham operation, and mice were euthanized on day 20 after tumor injection. The tumor volume of each group is shown. (*n* = 6 per group; two-sided Mann–Whitney *U* test). **i**, **j** RenCa cells were co-cultured with F4/80^low^Ly6C^low^ or F4/80^high^Ly6C^low^ macrophages in Transwell systems for 24 h after creating a gap in the confluent monolayer of RenCa cells, and the degree of gap closure was evaluated. (*n* = 6 per group). **i** Representative picture of each group is shown at time 0 and 24 h after starting co-culture. Scale bars: 300 μm. **j** The quantification of the percentage of the closure area is shown. (two-sided Mann–Whitney *U* test). **k** CD3^+^, CD4^+^, and CD8^+^ tumor-infiltrating T cells were detected by flow cytometry. One plot from each group (Sham-Can (left) and uIRI-Can (right)) is shown. **l**–**n** CD3^+^, CD4^+^, and CD8^+^ tumor-infiltrating T cell proportion in CD45^+^ cells were quantitatively evaluated in uIRI-Can and Sham-Can, as determined by flow cytometer. (*n* = 6 per group; two-sided Mann–Whitney *U* test). **o** Representative immunohistochemistry images of uIRI-Can and Sham-Can stained for CD3 (left) and CD8 (right) are shown. Scales bar, 100 μm. uIRI unilateral ischemia-reperfusion injury, uIRI-Can kidney cancer inoculated into the kidney subcapsule after unilateral IRI, Sham-Can kidney cancer inoculated into the kidney subcapsule after sham operation.

We also evaluated kidney cancer progression in the injured kidney in another well-known AKI to CKD model using aristolochic acid (AA) [31, 32]. We confirmed that AA administration induced kidney fibrosis and F4/80^+^ macrophages accumulation (Extended Data Fig. 1a). Similar to the uIRI model, kidney cancer progressed more aggressively in AA kidneys than in sham kidneys (Extended Data Fig. 1b, c), and the F4/80^low^Ly6C^low^ macrophage proportion was higher in the AA group than in the control group (Extended Data Fig. 1d). F4/80^high^Ly6C^low^ and F4/80^low^Ly6C^high^ macrophage proportions were not different between the two groups (Extended Data Fig. 1e, f). Since Ly6C^high^ cells were theoretically recognized as pro-inflammatory cells [33, 34] and the proportion of these cells was not different in the uIRI and AA model, hereafter we compared the two groups: F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ populations.

Since uremia is associated with an immunosuppressive state among end-stage renal disease patients [35], we assessed the kidney function in uIRI model and evaluated the systemic effect of uIRI on tumor progression. We collected blood samples from uIRI treated mice 14 days after surgery and measured plasma creatinine and plasma urea nitrogen levels. Both plasma creatinine and plasma urea nitrogen levels were not significantly different between the uIRI-treated and sham-operated mice group (Extended Data Fig. 2a, b), indicating that the systemic filtration function of kidneys was not impaired due to the unilateral kidney damage, consistent with the previous studies [30]. To examine the systemic function of injured kidneys, we subcutaneously inoculated RenCa cells. There was no significant difference in tumor growth between the uIRI and sham groups (Fig. 1h and Extended Data Fig. 2c). These results indicated that the local microenvironment of injured kidneys with accumulating macrophages mainly affected kidney cancer progression, but not systemic factors, including uremia.

### F4/80^low^Ly6C^low^ macrophage expresses M2-like phenotype and directly promotes kidney cancer progression

To characterize F4/80^low^Ly6C^low^ macrophages, we sorted F4/80^low^Ly6C^low^ macrophages from uIRI-Can using cell sorter and compared the expression of several signature genes of classical M1/M2 macrophages between F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages. F4/80^low^Ly6C^low^ macrophages expressed higher levels of *Arg1* and *Vegfa*, which are known as M2 macrophage markers (Extended Data Fig. 3a, b). The expression of *Il10*, an M2 macrophage marker, was not different between the F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages (Extended Data Fig. 3c). F4/80^low^Ly6C^low^ macrophages also expressed higher levels of *Il1β* and *Il6*, which are M1 macrophage markers; however, *Tnfa* expression level was not different between the two groups (Extended Data Fig. 3d–f). Thus, F4/80^low^Ly6C^low^ macrophages shared classical M1 and M2 marker gene expressions.

To assess the F4/80^low^Ly6C^low^ macrophage phenotype, we conducted a scratch healing assay. F4/80^low^Ly6C^low^ or F4/80^high^Ly6C^low^ macrophages were co-cultured with RenCa cells after creating a gap in the confluent layer of RenCa cells (time 0) using Transwell systems. Gap closure area was evaluated by comparing the gap area at time 0 to that at 24 h after starting co-culture. The percentage of closure area was 4 times higher in RenCa cells co-cultured with F4/80^low^Ly6C^low^ macrophages than in those co-cultured with F4/80^high^Ly6C^low^ macrophages (Fig. 1i, j).

This result showed that F4/80^low^Ly6C^low^ macrophages promoted RenCa cell migration, although F4/80^low^Ly6C^low^ co-expressed signature genes of M1 and M2 macrophages. Recent studies showed that pro-tumor macrophages shared classical M1 and M2 marker gene expressions [36–38]. Collectively, F4/80^low^Ly6C^low^ macrophages were characterized as pro-tumor M2-like macrophages because F4/80^low^Ly6C^low^ macrophages enhanced the migration ability of RenCa cells.

### Tumor-infiltrating T cell population decreases in the case of kidney cancer in an injured kidney

Next, we compared the proportion of tumor-infiltrating T cells in uIRI-Can with that in Sham-Can. Flow cytometry analyses showed that the proportion of intra-tumor CD3^+^ (Fig. 1k, l), CD4^+^ (Fig. 1m), and CD8^+^ T cells (Fig. 1n) in CD45^+^ cells was lower in uIRI-Can than in Sham-Can. Consistently, immunohistochemistry showed that the number of tumor-infiltrating CD3 and CD8 T cells was lower in uIRI-Can than in Sham-Can (Fig. 1o). Similarly, the proportion of CD3^+^ (Extended Data Fig. 4a), CD4^+^ (Extended Data Fig. 4b), and CD8^+^ T cells (Extended Data Fig. 4c) was lower in kidney cancer inoculated on AA-treated kidneys than that on PBS treated kidneys.

We also evaluated regulatory T cell (Treg) infiltration, the cytokine producing T cell function, and the proportion of exhausted CD8 T cells. The CD4^+^ FoxP3^+^ Treg proportion in CD4^+^ T cells was not different between uIRI-Can and Sham-Can (Extended Data Fig. 5a). Regarding T cell function, interferon-γ (IFNγ)^+^ CD8^+^ T cell and tumor necrotic factor-α (TNFα)^+^ CD8^+^ T cell proportion in CD8^+^ T cells was not different between uIRI-Can and Sham-Can (Extended Data Fig. 5b, c). The percentage of PD1^+^Tim3^+^CD8^+^ T cells in CD8^+^ T cells was not different between the two groups (Extended Data Fig. 5d). These results indicated that there were no significant differences in the status and function of tumor-infiltrating CD8^+^ T cells and Treg infiltration; however, tumor-infiltration of T cells was hampered in the injured kidney.

### Adoptive transfer of M2-like macrophages promotes kidney cancer progression

To examine whether M2-like macrophages promoted kidney cancer progression in vivo, we sorted F4/80^low^Ly6C^low^ M2-like macrophages or F4/80^high^Ly6C^low^ non-M2-like macrophages from uIRI-Can and adoptively transferred these macrophages into RenCa cells co-injected with F4/80^low^Ly6C^low^ or F4/80^high^Ly6C^low^ macrophages into the subcapsular kidney of healthy Balb/c mice together with 5 × 10^4^ RenCa cells (Fig. 2a).

**Fig. 2:**
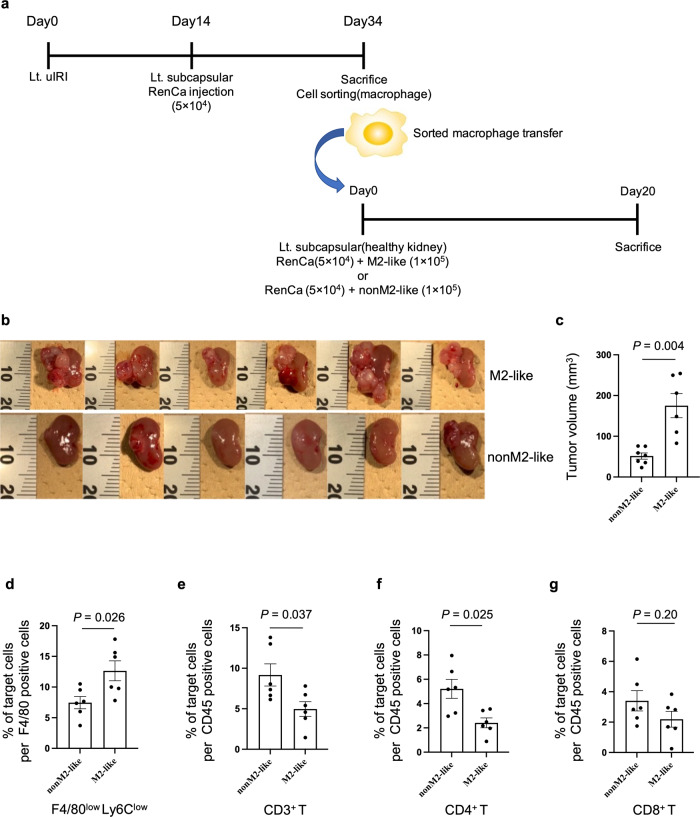
Adoptive transfer of M2-like macrophages from kidney cancer reproduces the immunosuppressive tumor microenvironment. F4/80^low^Ly6C^low^ (M2-like) or F4/80^high^Ly6C^low^ (nonM2-like) macrophages, which were sorted from uIRI-Can, were co-injected with RenCa cells into healthy kidney subcapsule. Tumor progression was evaluated 20 days after co-injection. **a** The protocol of this experiment is shown. **b**, **c** Tumor volume of M2-like macrophage co-injected kidney cancer and nonM2-like macrophage co-injected kidney cancer is shown. (*n* = 6 per group; two-sided Mann–Whitney *U* test). **d** Intra-tumor F4/80^low^Ly6C^low^ macrophage proportion in F4/80^+^ cells was quantitatively evaluated in M2-like macrophage co-injected tumor and non-M2-like macrophage co-injected tumor, as determined by flow cytometer. (*n* = 6 per group; two-sided Mann–Whitney *U* test). Tumor-infiltrating CD3^+^ T cells (**e**), CD4^+^ T cells (**f**), and CD8^+^ T cells (**g**) proportion in CD45^+^ cells were quantitatively evaluated in M2-like macrophage co-injected tumor and non-M2-like macrophage co-injected tumor, as determined by flow cytometer. (*n* = 6 per group; two-sided Mann–Whitney *U* test). Lt. left side, uIRI unilateral ischemia-reperfusion injury.

RenCa cells showed increased progression following co-injection with F4/80^low^Ly6C^low^ macrophages compared to that with F4/80^high^Ly6C^low^ macrophages (Fig. 2b, c). In F4/80^low^Ly6C^low^ macrophage co-injected tumor, the F4/80^low^Ly6C^low^ macrophage proportion was higher (Fig. 2d) and the proportions of tumor-infiltrating CD3^+^ (Fig. 2e) and CD4^+^ T cells (Fig. 2f) were lower, compared to those in F4/80^high^Ly6C^low^ macrophage co-injected tumor. The intra-tumor CD8^+^ T cell proportion was not statistically different between the two groups (Fig. 2g). These results indicated that M2-like macrophage reproduced the immunosuppressive TME and suppressed the infiltration of T cells into the tumor.

### F4/80^low^Ly6C^low^ macrophage acts as M2-like macrophage in the injured kidney cortex

Since previous studies showed that inhibition of Ly6C^low^ M2-like macrophage infiltration after uIRI led to a reduction in renal fibrosis [29, 39], we assessed the role of F4/80^low^Ly6C^low^ macrophage in the injured kidney cortex by evaluating the effect of macrophage depletion on renal fibrosis using clodronate liposomes (CL).

At first, we confirmed the F4/80^low^Ly6C^low^ macrophage accumulation in the uIRI kidney cortex. The F4/80^low^Ly6C^low^ macrophage proportion increased in the kidney cortex 14 days after uIRI compared to that in the sham kidney cortex (Extended Data Fig. 6a). Similar to F4/80^low^Ly6C^low^ macrophages in tumor tissue, F4/80^low^Ly6C^low^ macrophages sorted from the uIRI kidney cortex highly expressed *Arg1* and *Vegfa* compared to F4/80^high^Ly6C^low^ macrophages (Extended Data Fig. 6b).

CL administration after uIRI eliminated F4/80 positive macrophages that infiltrated in the injured kidney cortex (Fig. 3a, b) and reduced F4/80^low^Ly6C^low^ proportion (Fig. 3c). Contrarily, the F4/80^high^Ly6C^low^ proportion did not decrease (Fig. 3d). Moreover, CL administration attenuated kidney fibrosis in the uIRI kidney cortex compared to PBS treatment (Fig. 3e, f). These results indicated that, in our model, F4/80^low^Ly6C^low^ macrophages acted as M2-like macrophages also in the injured kidney cortex because F4/80^low^Ly6C^low^ macrophage depletion led to attenuation of kidney fibrosis.

**Fig. 3:**
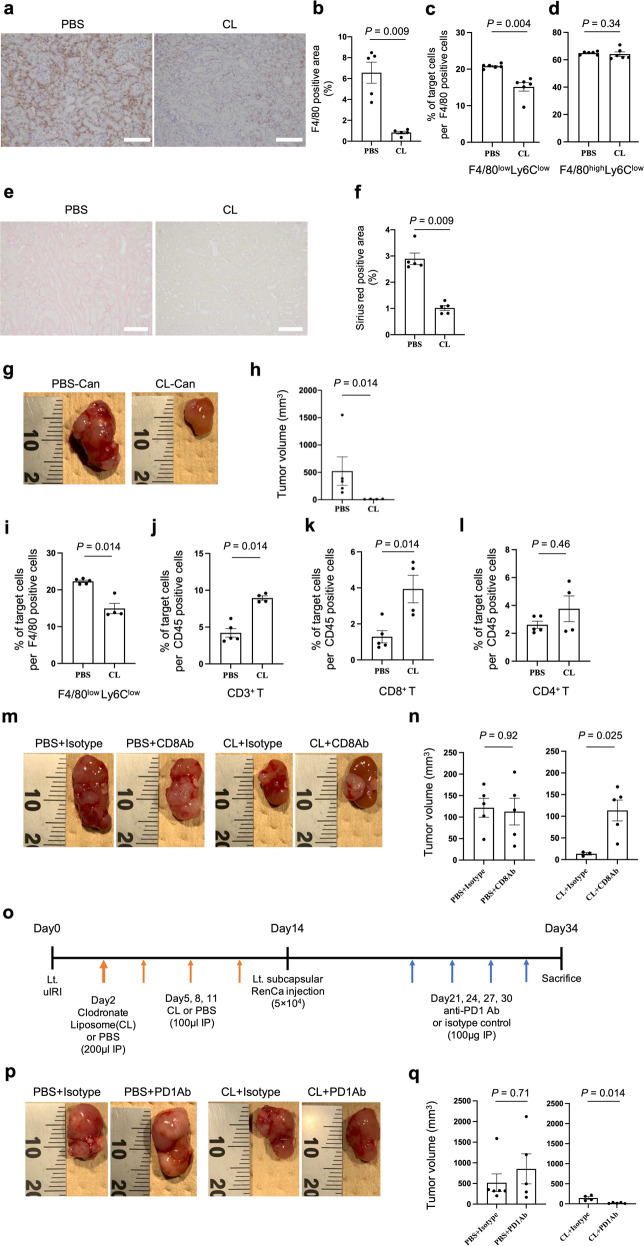
F4/80^low^Ly6C^low^ M2-like macrophages in the injured kidney cortex promote kidney cancer progression and modulate ICI therapy efficacy via increased intra-tumor M2-like macrophages and decreased tumor-infiltrating CD8 T cells. Clodronate liposomes (CL) or PBS was administered every 2 days starting the day after uIRI and mice were euthanized 14 days after uIRI. **a** Representative immunohistochemical analysis of F4/80 expression in PBS-treated uIRI-kidney cortex (left) and CL-treated uIRI-kidney cortex (right) are shown. Scale bars: 100 μm. **b** Corresponding graph indicates the percentage of F4/80 positive area. (*n* = 5 per group; two-sided Mann–Whitney *U* test). **c**, **d** F4/80^low^Ly6C^low^, and F4/80^high^Ly6C^low^ macrophage proportion in F4/80^+^ cells were quantitatively evaluated in PBS-treated uIRI-kidney cortex and CL-treated uIRI-kidney cortex, as determined by flow cytometer. (*n* = 6 per group; two-sided Mann–Whitney *U* test). **e** Representative Sirius red staining of PBS-treated uIRI-kidney cortex (left) and CL-treated uIRI-kidney cortex (right) are shown. Scale bars: 100 μm. **f** Corresponding graph indicates the percentage of Sirius red positive area. (*n* = 5 per group; two-sided Mann–Whitney *U* test). **g**–**k** RenCa cells were inoculated into uIRI kidney subcapsule which was treated with CL (CL-Can) or PBS (PBS-Can) after uIRI. **g** Representative photos of each tumor are shown. **h** The tumor volume of CL-Can and PBS-Can is shown. (*n* = 5 per PBS-Can, *n* = 4 per CL-Can; two-sided Mann–Whitney *U* test). **i** Intra-tumor F4/80^low^Ly6C^low^ macrophage proportion in F4/80^+^ cells was quantitatively evaluated in CL-Can and PBS-Can, as determined by flow cytometer. (*n* = 5 per PBS-Can, *n* = 4 per CL-Can; two-sided Mann–Whitney *U* test). Tumor-infiltrating CD3^+^ T cells (**j**), CD8^+^ T cells (**k**), and CD4^+^ T cells (**l**) proportion in CD45^+^ cells were quantitatively evaluated in CL-Can and PBS-Can, as determined by flow cytometer. (*n* = 5 per PBS-Can, *n* = 4 per CL-Can; two-sided Mann–Whitney *U* test). Anti-CD8 or isotype control was administered after RenCa cell inoculation into uIRI kidney subcapsule which was treated with CL or PBS after uIRI. **m** Representative photos of each tumor are shown. **n** Tumor volume is shown; anti-CD8 antibody or isotype control administration to kidney cancer in PBS-treated uIRI kidney (left) (*n* = 5 per group), anti-CD8 antibody or isotype control administration to kidney cancer in CL-treated uIRI kidney (right) (*n* = 3 per isotype control group, *n* = 5 per anti-CD8 antibody group; two-sided Mann–Whitney *U* test). **o**–**q** Mouse anti-PD1 antibody or isotype control was administered after RenCa cell inoculation into uIRI kidney subcapsule which was treated with CL or PBS after uIRI. **o** The protocol of this experiment is shown. **p** Representative photos of each tumor are shown. **q** Tumor volume of anti-PD1 antibody or isotype control administered kidney cancer is shown; anti-PD1 antibody or isotype control administration to kidney cancer in PBS-treated uIRI kidney (left) (*n* = 6 per isotype control group, *n* = 5 per anti-PD1 antibody group), anti-PD1 antibody or isotype control administration to kidney cancer in CL-treated uIRI kidney (right) (*n* = 4 per isotype control group, *n* = 5 per anti-PD1 antibody group; two-sided Mann–Whitney *U* test). Lt. left side, uIRI unilateral ischemia-reperfusion injury, CL clodronate liposomes, Ab antibody.

### Injured kidney cortex promotes kidney cancer progression via increased M2-like macrophage infiltration in tumor tissue that inhibited the infiltration of CD8 T cells into the tumor

To evaluate the relationship between M2-like macrophage in the injured kidney cortex and progression of uIRI-Can, we inoculated RenCa cells into subcapsular uIRI kidney treated with CL (CL-Can) or PBS (PBS-Can). Cancer progression was inhibited in CL-Can compared to that in PBS-Can (Fig. 3g, h). F4/80^low^Ly6C^low^ macrophage proportion was decreased in CL-Can compared to that in PBS-Can, together with increased tumor-infiltrating CD3^+^ and CD8^+^ T cell proportion in CL-Can (Fig. 3i–k). However, the CD4^+^ T cell proportion was not statistically different between the two groups (Fig. 3l). These results indicated that M2-like macrophage depletion from the uIRI kidney cortex improved the immunosuppressive TME and resumed T cell infiltration into the tumor.

Next, we evaluated the contribution of CD8^+^ or CD4^+^ T cell infiltration in uIRI-Can by depleting these cells using anti-CD8 antibody or anti-CD4 antibody to CL-Can or PBS-Can (Extended Data Fig. 7a). RenCa cell progression was not affected by the anti-CD8 antibody (Fig. 3m, n) although CD8^+^ T cells were effectively depleted from tumor tissue using the anti-CD8 antibody (Extended Data Fig. 7b). As expected, macrophage elimination by CL inhibited the progression of RenCa cells. However, CD8^+^ T cell depletion in CL-Can abrogated the anti-tumor effect of F4/80^low^Ly6C^low^ macrophage elimination (Fig. 3m, n). The anti-CD4 antibody did not affect tumor progression in both CL-Can and PBS-Can (Extended Data Fig. 7c, d) although the anti-CD4 antibody depleted CD4^+^ T cells from tumor tissue (Extended Data Fig. 7e). Based on these results, we showed that M2-like macrophages in the injured kidney cortex expanded the M2-like macrophage population in uIRI-Can. Additionally, these M2-like macrophages inhibited CD8^+^ T cell infiltration into the kidney cancer tissue and caused kidney cancer progression.

### M2-like macrophage diminishes the effect of ICIs

Recently, ICIs have been the standard therapy for kidney cancer patients [40]. However, resistance to ICI remains a major problem. Furthermore, M2-like macrophage infiltration and CD8^+^ T cell exclusion have been recognized as TME promoting factors that reduce ICI efficacy [25]. To compare the efficacy of ICI in kidney cancer patients with CKD to those without CKD, we assessed 49 kidney cancer patients who received ICI therapy in our hospital. Among them, 36 patients were diagnosed with CKD at the time of ICI initiation (Supplementary Table 1). In the Cox regression analysis, after adjusting for age (<65 vs. 65≦ years old) and the International Metastatic Renal Cell Carcinoma Database Consortium (IMDC) score (0 or 1 vs. 2), which is an established prognostic score for metastatic kidney cancer patients [41], CKD was significantly associated with short time to ICI failure (hazard ratio = 3.82, 95% confidence interval: 1.10–13.3; *p* = 0.035, Supplementary Table 2). This result indicated that the TME in kidney cancer which developed in injured kidneys would modulate the ICI efficacy. To evaluate whether M2-like macrophages in uIRI-Can modulate ICI efficacy, we assessed the effect of anti-PD1 treatment on CL-Can and PBS-Can (Fig. 3o). Although anti-PD1 antibodies could not inhibit tumor growth in PBS-Can, the anti-PD1 antibodies inhibited tumor progression in CL-Can where M2-like macrophages were depleted from injured kidney before tumor inoculation (Fig. 3p, q). These results indicated that M2-like macrophages present in the injured kidney cortex encouraged kidney cancer progression and caused resistance to ICI therapy.

### Transcriptome analysis of M2-like macrophages in injured kidney cortex and kidney cancer

Next, we conducted RNA-Sequencing (RNA-Seq) of sorted Ly6C^low^ macrophages to identify gene characteristics of M2-like macrophages that were commonly detected both in uIRI kidney cortex and uIRI-Can. 

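The RNA came from mouse macrophages sorted as CD45-positive, CD11b-positive, Gr1-negative and Ly6C-low cells. There were 3 libraries from uIRI kidney cortex, 3 from sham kidney cortex, 4 from uIRI-Can and 4 from Sham-Can. According to the paper's methods, about 120 ng of RNA per library with an RNA integrity number of 6.0 to 9.4 was depleted of ribosomal RNA, amplified for 15 PCR cycles and sequenced as paired-end reads of 36 bases. The deposited table gives whole-number counts for 41743 genes in each library, with values scaled by the authors beside them. The methods name HISAT2 2.1.0 with the mm10 genome, the GENCODE M20 annotation and unstranded counting by featureCounts 1.6.3 with multi-mapping reads included, and they name CLC Genomics Workbench 21.0.3 for the statistics. The table has the layout of that last program, and the paper's text does not say which of these tools made its counts. Total counts were 5536580 to 7272991 per library (median 6873262) in uIRI kidney cortex and 5865087 to 6982918 (median 6053290) in sham kidney cortex. They were 7719454 to 9606734 (median 8592111) in uIRI-Can and 6340417 to 10754535 (median 7960949.5) in Sham-Can. The paper states a read number of about 29000000 to 34000000 per sample, and the values given here use the counts of the table unless TPM or the authors' own values are named. The noncoding RNA Gm26917 took 19.6% ± 2.35 of the counts in uIRI kidney cortex and 15.3% ± 0.850 in sham kidney cortex (SD, n = 3 each). It took 14.5% ± 5.31 in uIRI-Can and 13.5% ± 2.47 in Sham-Can (SD, n = 4 each).
The counts were compared within each tissue, uIRI against sham, with edgeR's quasi-likelihood test after TMM scaling and a filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The filter kept 12192 genes in the kidney libraries and 12305 in the tumor libraries. Levels are CPM after TMM scaling. By the paper's methods, tumor cells were inoculated at the time after the operation when kidney cortex was taken, so tumors were harvested later. The methods also name different dissociation reagents for tumors and kidney cortex. Where responses are compared between tissues, tissue therefore cannot be told apart from time since the operation or from dissociation. The paper's text does not say whether each library came from a separate mouse, so the p-values measure the spread between samples. Counting without strand cannot tell a gene from one that overlaps it on the other strand. The paper reports a larger share of its M2-like macrophages among the sorted cells after uIRI in both tissues. A change between these libraries may therefore come from that mix or from changes within cells, which the counts cannot tell apart.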

All normalized gene expressions detected in these four groups (uIRI kidney cortex, sham kidney cortex, uIRI-Can, and Sham-Can) are summarized in Supplementary Data 1. 

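Besides macrophage transcripts, every library held transcripts typical of other cell types, at levels that differed between the groups. Markers of kidney tubule cells summed to 51.4 ± 5.01 CPM in uIRI kidney cortex and 196 ± 84.9 CPM in sham kidney cortex (SD, n = 3 each). In the tumors they summed to 23.9 ± 3.41 CPM in uIRI-Can and 25.1 ± 6.53 CPM in Sham-Can (SD, n = 4 each). Fibroblast markers, which include the collagens, went the other way, at 113 ± 12.8 against 22.1 ± 3.19 CPM in kidney cortex. They reached 108 ± 97.4 CPM in uIRI-Can and 29.5 ± 8.99 CPM in Sham-Can. Cardiac muscle genes such as Myh6, the heart's alpha myosin heavy chain, were found in all 14 libraries at 114 to 794 CPM in sum. Their sum was 642 ± 166 CPM in uIRI kidney cortex, 304 ± 160.5 in sham kidney cortex, 191 ± 73.8 in uIRI-Can and 367 ± 263 in Sham-Can. These sums are in CPM after TMM scaling over all 14 libraries without the count filter. Markers of lymphocytes, granulocytes and red cells were sparse. In the kidney libraries the count filter kept 2 of 15 T cell markers, 2 of 15 neutrophil markers, 1 of 11 B cell markers, 1 of 11 NK cell markers, 2 of 7 platelet markers and 2 of 7 erythroid markers. In the tumor libraries it kept 3, 3, 2, 1, 3 and 3 of these.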

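Macrophage libraries from uIRI and sham kidney cortex lay apart along the main axis of variation, while those from uIRI-Can and Sham-Can overlapped along theirs. In the kidney libraries the first principal component held 62.8% of the variance. Its scores were 40.4 ± 7.22 in uIRI kidney cortex and -40.4 ± 2.32 in sham kidney cortex (SD, n = 3 each), with no overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow, and p = 0.300 when adjusted over the 3 components tried). In the tumor libraries the first component held 26.2% of the variance and the second 24.2%, and neither parted uIRI-Can from Sham-Can (exact permutation test, p = 0.914 and p = 0.371, n = 4 each). The third component of the tumor libraries, with 18.0% of the variance, did, at 15.3 ± 14.3 in uIRI-Can and -15.3 ± 3.50 in Sham-Can (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, and p = 0.0857 when adjusted over the 3 components tried). The analysis used log2 CPM with a prior count of 2 for the genes that passed the count filter, centred and not scaled.

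**Figure D1:**
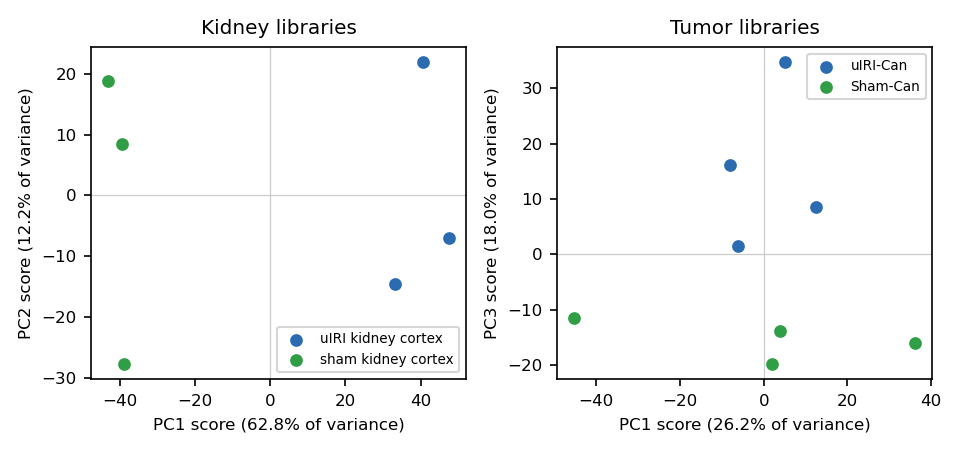
Principal component scores (no unit) of the macrophage libraries, each point 1 library, with the kidney libraries on the left and the tumor libraries on the right. The kidney groups part on the horizontal axis, the first component with 62.8% of the variance, and the tumor groups do not overlap on the vertical axis, the third of 3 components tried, with 18.0%.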

Principal component analysis (PCA) showed that the expression pattern of Ly6C^low^ macrophages derived from the uIRI-treated group was separated from that of Ly6C^low^ macrophages derived from the Sham-treated group both in kidney and cancer samples (Fig. 4a). In Ly6C^low^ macrophages sorted from the uIRI kidney, 441 genes were upregulated and 306 genes were downregulated compared to those sorted from the sham kidney (Fig. 4b). 

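In uIRI kidney cortex, macrophages carried more RNA of many genes for alternative activation, growth factors and matrix remodeling than in sham kidney cortex, and less RNA of the collagenase gene Mmp13 and the iron exporter gene Slc40a1. As lists these passed camera with a preset correlation and fry, but not camera with an estimated correlation (adjusted p = 0.148, 0.223 and 0.148), and fibroblast markers moved with them. For matrix remodeling the estimated correlation, 0.0037, was below the preset 0.01, yet the unadjusted camera p rose from 1.31e-04 to 0.0150. Not passing with the estimate therefore need not come from correlation between genes. The secreted protein Spon1, found in extracellular matrix, rose 60.5-fold, with a log2 fold change of 5.92 (standard error 0.21, adjusted p = 2.18e-11). The complement gene C4b rose 38.3-fold, with a log2 fold change of 5.26 (standard error 0.21, adjusted p = 8.63e-11). Mmp13 fell from 447 ± 42.8 to 28.9 ± 2.87 CPM (SD, n = 3 each), a log2 fold change of -3.94 (standard error 0.13, adjusted p = 2.18e-11). Slc40a1 fell from 32.1 ± 2.77 to 4.42 ± 0.0752 CPM, a log2 fold change of -2.85 (standard error 0.19, adjusted p = 2.47e-08). The nuclear corepressor Hr had a log2 fold change of 5.73 (standard error 0.19, adjusted p = 2.18e-11), the chemokine Ccl8 5.64 (adjusted p = 1.78e-08) and the stress-induced gene Ddit4 -3.64 (adjusted p = 1.88e-09).
Of 18 measured genes of alternative (M2) activation, 14 rose and 1 fell at an adjusted p under 0.05 (14 and 1 when adjusted over the list alone), with a median log2 fold change of 1.12 (camera adjusted p = 3.66e-07, and adjusted p = 0.148 with an estimated correlation). Among them, Tgm2 rose by 3.82 (standard error 0.17) on the log2 scale, the interleukin 1 receptor antagonist Il1rn by 4.68 (standard error 0.25) and the anti-inflammatory cytokine Il10 by 3.19 (standard error 0.24), while the hemoglobin scavenger receptor Cd163 had a log2 fold change of -2.84 (standard error 0.32, adjusted p = 7.19e-06). Retnla, another marker of alternative activation, was at 22.2 ± 6.86 CPM against 0.161 ± 0.164 CPM, where the sham value rests on 0 to 2 counts per library. Arg1, which metabolizes arginine, had 9 to 21 counts per library in uIRI kidney cortex and 1 to 3 in sham kidney cortex and did not pass the count filter. Of 15 measured genes of classical (M1) activation, 7 rose and 4 fell, and the list did not pass camera (adjusted p = 0.409) but passed fry, upward (adjusted p = 0.0335), with a median of 0.56, or 0.38 with library totals. The inflammatory cytokine Tnf had a log2 fold change of -1.42 (standard error 0.16, adjusted p = 5.98e-06), and Il1b had a log2 fold change of -0.25 (standard error 0.12, adjusted p = 0.119).
Of 17 measured genes of growth factors, 11 rose and 2 fell at an adjusted p under 0.05 (11 and 2 when adjusted over the list alone), with a median log2 fold change of 1.34 (camera adjusted p = 5.77e-04, and adjusted p = 0.223 with an estimated correlation). The EGF receptor ligand Areg rose by 3.63 (standard error 0.21) and Osm by 1.34 (standard error 0.14) on the log2 scale, the latter past its threshold except with limma on TPM, and Egf, which kidney tubule cells express, had a log2 fold change of -3.60 (standard error 0.38). Of 26 measured genes of matrix remodeling, 14 rose and 3 fell at an adjusted p under 0.05 (14 and 3 when adjusted over the list alone), with a median log2 fold change of 1.14 (camera adjusted p = 5.57e-04, and adjusted p = 0.148 with an estimated correlation). The membrane collagenase Mmp14 rose 11.0-fold and the urokinase receptor Plaur 5.93-fold. Fibroblast markers moved with these genes. Of 9 measured genes of fibroblasts, 7 rose and 0 fell at an adjusted p under 0.05 (8 and 0 when adjusted over the list alone), with a median log2 fold change of 2.86 (camera adjusted p = 3.66e-07, and adjusted p = 0.148 with an estimated correlation). Col1a1, a fibrillar collagen, was at 27.8 ± 6.68 against 0.743 ± 0.106 CPM. Of 17 measured genes of monocyte-derived macrophages, 11 rose and 1 fell at an adjusted p under 0.05 (12 and 2 when adjusted over the list alone), with a median log2 fold change of 1.28 (camera adjusted p = 1.13e-05, and adjusted p = 0.204 with an estimated correlation). The lysozyme gene Lyz2 rose 5.62-fold and Itgam, which encodes the sort marker CD11b, 4.02-fold.
At an adjusted p under 0.001 and a fold change over 2, edgeR called 427 genes up and 268 down. In each of these 695 genes the uIRI and sham libraries did not overlap, as in 45.8% of all genes tested, where chance gives 10%. Scaling by library totals, which moves the median log2 fold change of all genes from -0.01 to -0.20, gave 315 up and 462 down, and 157 genes were down without uIRI kidney cortex 1. The lists were fixed before the data were examined but after the study's tables of differentially expressed genes had been read, so those that hold its genes are not independent evidence.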

Ninety-three genes were highly expressed and 59 genes were poorly expressed in Ly6C^low^ macrophages sorted from uIRI-Can compared to those from Sham-Can (Fig. 4c). 

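In macrophages from uIRI-Can, interferon-response genes mostly had lower values, and genes of monocyte-derived macrophages and of cholesterol synthesis mostly higher values, than in those from Sham-Can. These groups of genes passed camera with a preset correlation, but 0 lists did with an estimated correlation (lowest adjusted p = 0.247) or with fry (lowest adjusted p = 0.132). With edgeR's quasi-likelihood test 0 genes passed an adjusted p under 0.05 (1027 an unadjusted one, and 82 up and 54 down passed with DESeq2), so values are given for each without calling a change. Of 29 measured genes of the type I interferon response, 1 had positive and 28 negative log2 fold changes (median -0.55), with 0 up and 19 down when adjusted over the list alone (camera adjusted p = 4.26e-18, and adjusted p = 0.247 with an estimated correlation). In Sham-Can 2 the mean log2 CPM of this list was 4.51, level with uIRI-Can 1 at 4.51, against 4.92 to 4.99 in the other Sham-Can libraries. The antiviral genes Oasl2 and Mx1 had log2 fold changes of -0.76 (standard error 0.11, adjusted p = 0.138) and -0.78 (standard error 0.16, adjusted p = 0.168), and Isg15 -0.67 (standard error 0.15, adjusted p = 0.172). Of 16 measured genes of interferon gamma-induced GTPases, 0 had positive and 16 negative log2 fold changes (median -0.99), with 0 up and 12 down when adjusted over the list alone (camera adjusted p = 3.28e-16, and adjusted p = 0.247 with an estimated correlation). Examples were Igtp at -1.14 (standard error 0.26) and Irgm1 at -0.83 (standard error 0.19), and these GTPase genes are close copies of each other that can share reads. In uIRI-Can 1 the mean log2 CPM of the GTPases was 4.63 against 3.31 to 3.51 in the other uIRI-Can libraries. Of 18 measured genes of MHC class I presentation, 0 had positive and 18 negative log2 fold changes (median -0.44), with 0 up and 1 down when adjusted over the list alone (camera adjusted p = 4.08e-09, and adjusted p = 0.258 with an estimated correlation). H2-T24 had a log2 fold change of -0.65 (standard error 0.13, adjusted p = 0.168).
Of 18 measured genes of monocyte-derived macrophages, 15 had positive and 3 negative log2 fold changes (median 0.89), with 11 up and 0 down when adjusted over the list alone (camera adjusted p = 1.98e-09, and adjusted p = 0.247 with an estimated correlation). S100a4 had a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.142) and the integrin Itgb7 1.01 (standard error 0.19, adjusted p = 0.161). Of 24 measured genes of resident macrophages, 7 had positive and 17 negative log2 fold changes (median -0.43), with 0 up and 10 down when adjusted over the list alone (camera adjusted p = 1.07e-07, and adjusted p = 0.247 with an estimated correlation). The adhesion molecule Vcam1 was at -1.16 (standard error 0.19, adjusted p = 0.138), Cd4 at -1.46 (standard error 0.26, adjusted p = 0.142) and Slc40a1 at -1.46 (standard error 0.25, adjusted p = 0.142). Of 22 measured genes of cholesterol synthesis, 22 had positive and 0 negative log2 fold changes (median 0.35), with 4 up and 0 down when adjusted over the list alone (camera adjusted p = 6.91e-09, and adjusted p = 0.247 with an estimated correlation). The LDL receptor gene Ldlr had 0.85 (standard error 0.19, adjusted p = 0.172) and Hmgcs1, an early enzyme of the pathway, 0.46 (standard error 0.12, adjusted p = 0.226). Of 26 measured genes of matrix remodeling, 19 had positive and 7 negative log2 fold changes (median 0.44), with 10 up and 2 down when adjusted over the list alone (camera adjusted p = 1.57e-04, and adjusted p = 0.247 with an estimated correlation). Of 8 measured genes of fibroblasts, 8 had positive and 0 negative log2 fold changes (median 1.77), with 7 up and 0 down when adjusted over the list alone (camera adjusted p = 2.38e-06, and adjusted p = 0.247 with an estimated correlation). The collagen gene Col1a2 had 2.72 (standard error 0.70, adjusted p = 0.233), and this group followed uIRI-Can 1 and 2, where fibroblast markers summed to 103 and 247 CPM. Of 13 measured genes of the mitochondrial genome, 0 had positive and 13 negative log2 fold changes (median -0.60), with 0 up and 0 down when adjusted over the list alone (camera adjusted p = 4.30e-05, and adjusted p = 0.418 with an estimated correlation). It moved with the cardiac muscle genes, of which 12 of 12 were negative (median -0.89, camera adjusted p = 4.30e-05, and adjusted p = 0.418 with an estimated correlation). Both followed Sham-Can 2, with 757 CPM of cardiac and 6682 CPM of mitochondrial transcripts, where the other Sham-Can libraries held 186 to 269 and 3213 to 3923 and uIRI-Can 114 to 285 and 2795 to 3503.
With edgeR, 0 genes were up and 0 down at an adjusted p under 0.05, where the lowest adjusted p was 0.138. At an unadjusted p under 0.05 there were 1027 genes (572 higher and 455 lower in uIRI-Can), where 615.25 would pass if genes were independent and nothing differed. Of 35 groupings of these libraries, 5, the real one among them, gave as many (highest other 1485), so chance cannot be excluded for this count. DESeq2 called 82 up and 54 down, edgeR without the count filter 63 and 34, 1 edgeR fit of all 14 libraries 37 and 17, and edgeR without uIRI-Can 1 called 18 and 23. The libraries of uIRI-Can and Sham-Can did not overlap in 590 genes (4.79% of those tested, where chance gives 2.86%), a share that was not compared with other groupings.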

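Ccl22, a chemokine that attracts regulatory T cells, was 3.91-fold higher in macrophages of uIRI kidney cortex than of sham kidney cortex. The gene (ENSMUSG00000031779) lies on chromosome 8, 94745590 to 94751699, of the mouse assembly GRCm38 (mm10). Its level was 18.0 ± 3.66 CPM against 4.58 ± 1.09 CPM (SD, n = 3 each), from 70 to 152 and 22 to 44 counts per library. This is a log2 fold change of 1.97 (standard error 0.24, adjusted p = 1.73e-05) from edgeR's quasi-likelihood test. All 3 uIRI libraries lay above all 3 sham libraries. Ccl17, a chemokine for the same receptor, had a log2 fold change of 5.01 (standard error 0.37, adjusted p = 8.30e-08), and Ccr7, a homing receptor of dendritic cells, had a log2 fold change of 3.30 (standard error 0.19, adjusted p = 4.09e-09). In macrophages of uIRI-Can, Ccl22 had a log2 fold change of 1.09 (standard error 0.38, adjusted p = 0.422) against Sham-Can (n = 4 each), and the difference of its response between the tissues, 0.87 (standard error 0.52, adjusted p = 0.281), did not pass the test. Ccl22 was no longer past the kidney threshold in 1 edgeR fit of all 14 libraries and with limma on TPM.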

Consistent with a previous study [29], *Ccl22* was highly expressed in uIRI kidney cortex samples and was identified within differentially expressed genes (DEGs) in uIRI kidney samples (Fig. 4d). Moreover, the expression of *Spp1*, which is considered a pro-tumor macrophage marker [36, 42], was higher in uIRI-Can samples than in Sham-Can samples, and it was contained in DEGs of uIRI-Can samples (Fig. 4e). Additionally, we confirmed that the expression of *Vegfa* was upregulated both in uIRI kidney and uIRI-Can samples using qPCR (Extended Data Fig. 8a, b). 

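Spp1, which encodes the secreted protein osteopontin, had a mean level of 809 ± 205 CPM in macrophages of uIRI-Can and 447 ± 117 CPM in Sham-Can (SD, n = 4 each). The fold change was 1.81, a log2 fold change of 0.85 (standard error 0.20, adjusted p = 0.195) from edgeR. All 4 uIRI-Can libraries, at 637 to 1089 CPM, lay above all 4 Sham-Can libraries, at 379 to 623 CPM (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Sham-Can 1 stood apart from its group at 623 CPM. The gene (ENSMUSG00000029304) lies on chromosome 5, 104435118 to 104441050, of GRCm38 (mm10) and overlaps the predicted gene Gm42793. Spp1 passed an adjusted p under 0.05 with DESeq2, with edgeR without the count filter and in the edgeR fit of all 14 libraries.

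**Figure D2:**
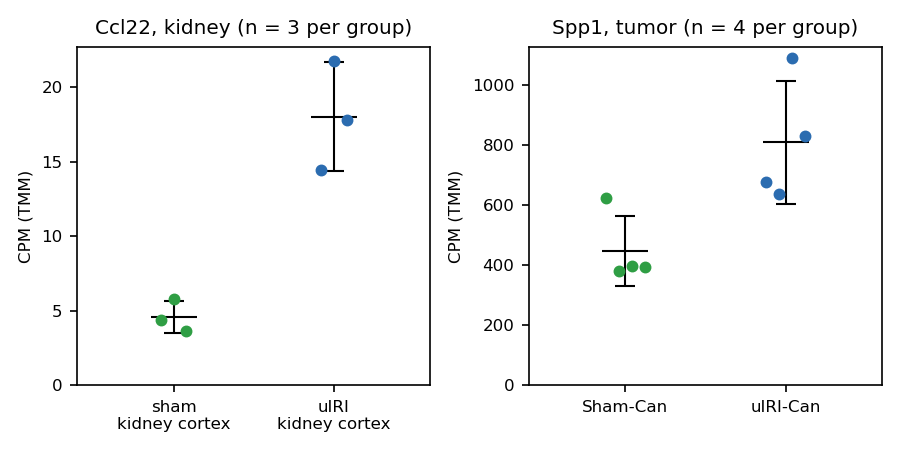
CPM after TMM scaling of Ccl22 in the kidney libraries (left, n = 3 per group) and of Spp1 in the tumor libraries (right, n = 4 per group). Each point is 1 library, the line is the mean and the bar the SD, and in both panels the uIRI libraries lie above the sham libraries.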

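In the sequenced libraries, Vegfa, the main growth factor for blood vessels, was 7.34-fold higher in macrophages of uIRI kidney cortex than of sham kidney cortex. The levels were 53.2 ± 8.86 and 7.22 ± 0.860 CPM (SD, n = 3 each), a log2 fold change of 2.88 (standard error 0.18, adjusted p = 1.23e-08) from edgeR. In the tumors the levels were 122 ± 23.1 CPM in uIRI-Can and 68.7 ± 27.0 CPM in Sham-Can (SD, n = 4 each). This is a log2 fold change of 0.83 (standard error 0.24, adjusted p = 0.305) (exact permutation test, two-sided, p = 0.0571), and it was past an adjusted p under 0.05 only without the count filter. The response was larger in kidney cortex than in the tumors, by 2.03 (standard error 0.36, adjusted p = 0.00131) on the log2 scale in edgeR's test of the difference.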

The list of DEGs is provided in Supplementary Data 2. 

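Beyond the genes discussed in the text, the kidney comparison held changes in lipid handling and kidney tubule genes. Of 18 measured genes of lipid efflux and LXR targets, 9 rose and 3 fell at an adjusted p under 0.05 (9 and 4 when adjusted over the list alone), with a median log2 fold change of 0.48 (camera adjusted p = 0.0285, and adjusted p = 0.223 with an estimated correlation). The cholesterol exporter Abca1 rose 3.35-fold, the lipid receptor Trem2 3.30-fold and Scd2, a fatty acid desaturase, 3.57-fold, and the lipid uptake receptor Cd36 had a log2 fold change of -1.70 (standard error 0.12, adjusted p = 6.86e-08). Of 21 measured genes of cholesterol synthesis, 9 rose and 1 fell at an adjusted p under 0.05 (10 and 1 when adjusted over the list alone), with a median log2 fold change of 0.44 (camera adjusted p = 0.00537, and adjusted p = 0.413 with an estimated correlation). Of 26 measured genes of hypoxia and glycolysis, 10 rose and 2 fell at an adjusted p under 0.05 (10 and 2 when adjusted over the list alone), with a median log2 fold change of 0.19 (camera adjusted p = 0.0360, and adjusted p = 0.232 with an estimated correlation). The glycolytic enzyme Pfkp rose 2.95-fold. Scaling by library totals lowers the medians to 0.30 for lipid efflux, 0.25 for cholesterol synthesis and 0.01 for hypoxia and glycolysis. Of 12 measured genes of kidney tubule cells, 0 rose and 11 fell at an adjusted p under 0.05 (0 and 12 when adjusted over the list alone), with a median log2 fold change of -2.07 (camera adjusted p = 8.80e-06, and adjusted p = 0.262 with an estimated correlation). The sodium transporter Slc12a1 had a log2 fold change of -2.68 (standard error 0.48, adjusted p = 5.77e-04). In the tumors, 28 genes of hypoxia and glycolysis had a median log2 fold change of 0.19 (camera adjusted p = 1.10e-05, and adjusted p = 0.393 with an estimated correlation), and 18 growth factors a median of 0.41 (camera adjusted p = 0.0110, and adjusted p = 0.247 with an estimated correlation). Of the genes that edgeR called in kidney cortex, 367 of the 427 up and 242 of the 268 down are in the paper's table. Of the paper's genes, 439 up and 305 down in kidney and 92 up and 59 down in tumor were tested, and each had the paper's direction.

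**Figure D3:**
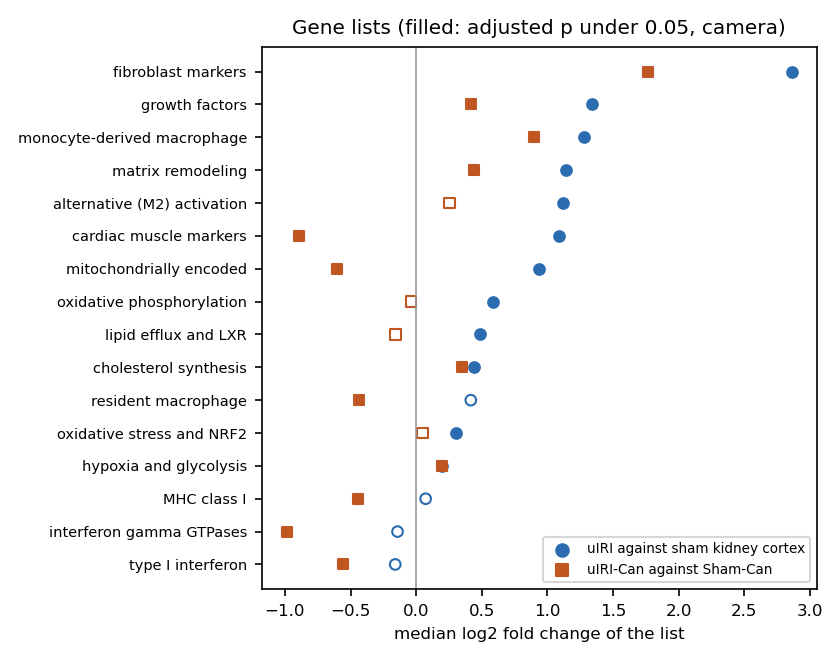
Median log2 fold change (horizontal axis) of each gene list (vertical axis) that changed in either comparison and had at least 5 measured genes in both, with circles for uIRI against sham kidney cortex and squares for uIRI-Can against Sham-Can. Filled points passed camera at an adjusted p under 0.05 with the preset correlation, and 0 lists did with an estimated correlation. Fibroblast markers lie farthest right in both comparisons, at 2.86 and 1.77.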

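Several genes for secreted and surface proteins were higher in macrophages of uIRI kidney cortex and had positive values in uIRI-Can. Log2 fold changes in kidney cortex and in the tumors were 3.63 and 1.39 for Areg, 5.25 and 1.21 for the coagulation factor F10, 2.63 and 1.30 for the inflammatory receptor Trem1, 2.57 and 0.65 for Plaur and 1.34 and 0.56 for the cytokine Osm. They were 2.73 and 0.88 for the transcription factor Bhlhe40, which overlaps 0610040F04Rik, 3.49 and 0.89 for the metal-binding Mt2, 2.44 and 0.88 for S100a6 and 3.54 and 0.63 for the potassium channel Kcnn4. With Fn1, Slc7a11, Spp1, Vegfa, Col1a1, Cxcl14, Ecm1, Fgr, Fosl2, Gcnt2, Gpr35, Ltb4r1, Nectin1, Rab11fip1, Rai14, Tiam1 and Uck2 they make 26 genes that the paper's tables list as higher in both tissues. In kidney cortex edgeR called all 26, with log2 fold changes of 1.31 to 5.25 (median 2.48, adjusted p 1.28e-09 to 5.84e-04). In the tumors all 26 were positive, from 0.56 to 2.30 (median 0.86), and 26 had an unadjusted p under 0.05, but 0 had an adjusted p under 0.05 over all genes (lowest 0.138, highest 0.354) and 26 did when adjusted over the list alone. The study chose the list on these libraries, so this count is not independent evidence. In 17 of the 26 genes all 4 uIRI-Can libraries lay above all 4 Sham-Can libraries. The response was more positive in kidney cortex for all 26, and the difference passed an adjusted p under 0.05 for 18. The paper's kidney threshold was stricter, an FDR under 0.001 with a minimum fold change, against an FDR under 0.05 in the tumors. Choosing genes by it favours larger kidney values, so these counts are not independent evidence of a tissue difference. Col1a1 in the tumors rests on uIRI-Can 1 and 2, at 44.0 and 111 CPM against 9.34 and 20.1 in uIRI-Can 3 and 4.
Across all genes, edgeR called 0 as higher in both tissues, and DESeq2 called 20, of which 17 are among the 26. Without the count filter edgeR called 27 (18 of the 26), in 1 fit of all 14 libraries 11 (10 of the 26) and without uIRI-Can 1 it called 8 (7 of the 26). Of 417 genes called up in kidney cortex and tested in the tumors, 248 (59.5%) were positive there. At an unadjusted p under 0.05, 92 of them were higher in uIRI-Can, where independent lists would share 18.5, and 32 were lower, where they would share 15.9. Other groupings of the same tumor libraries reach up to 87 of one sign.

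**Figure D4:**
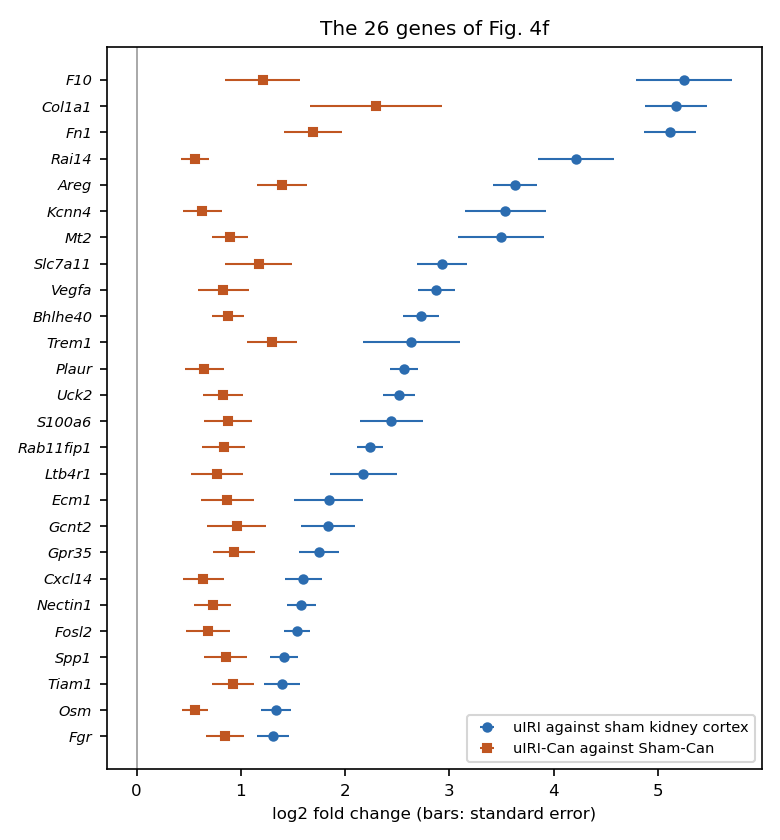
Log2 fold changes (horizontal axis) of the 26 genes (vertical axis) for uIRI against sham kidney cortex (circles, n = 3 per group) and uIRI-Can against Sham-Can (squares, n = 4 per group), with bars for the standard error. All 26 points lie above 0 in both comparisons, and the tumor values are the smaller ones.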

Among DEGs that were highly expressed in uIRI-treated samples, 26 genes were commonly upregulated in the uIRI-Can and uIRI kidney cortex (Fig. 4f). We focused on the 26 commonly upregulated genes to evaluate the genetic features of M2-like macrophages both in the injured kidney cortex and kidney cancer. Although susceptibility to ferroptosis, which is mainly induced by oxidative stress, in cancer cells has been recognized to contribute to cancer progression and resistance to several therapies [43], recent single-cell RNA-seq analysis showed that ferroptosis-related genes were expressed in some clusters of macrophages [14]. Another study showed that susceptibility to ferroptosis was related to macrophage subtypes; M1-like or M2-like [13]. A previous study showed that IL4-induced M2 macrophages expressed *Slc7a11*, a ferroptosis-related gene which codes cystine/glutamate antiporter (xCT) [43], and *Slc7a11* expression was increased in the wound healing tissue in vivo. However, the function of *Slc7a11* positive macrophages remains unclear, especially in the TME. 

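Some genes of the antioxidant response, among them Srxn1 and Txnrd1, rose in macrophages of uIRI kidney cortex. The sulfiredoxin Srxn1, which repairs oxidized peroxiredoxins, rose 3.57-fold, from 7.96 ± 0.502 to 28.4 ± 0.412 CPM (SD, n = 3 each, a log2 fold change of 1.83 (standard error 0.17, adjusted p = 1.24e-06)). The apolipoprotein Apoe rose 3.17-fold and the sterol reductase Dhcr24 3.10-fold. The thioredoxin reductase Txnrd1 rose by 1.11 (standard error 0.11) on the log2 scale, the peroxiredoxin Prdx5 by 1.01 (standard error 0.15), the NADPH-producing enzyme Idh1 by 1.11 (standard error 0.18), the methionine sulfoxide reductase Msrb1 by 1.13 (standard error 0.18) and the kinase gene Jak2 by 1.06 (standard error 0.13). These last 5 lie close to the fold threshold, and scaling by library totals takes each of them below it. With Slc7a11, Rbpms and Mmp14 they are the 11 genes printed in Fig. 4g, and edgeR called all 11 up, with a median log2 fold change of 1.52. The study picked these genes on the same libraries, so their count is not independent evidence. In the tumors 8 of the 11 were positive, 0 passed an adjusted p under 0.05 with edgeR (3 higher and 1 lower, Apoe, passed an unadjusted one) and 1 did when adjusted over the list alone. The response differed between the tissues for all 11 (edgeR, adjusted p 5.60e-08 to 0.0263). Picking genes for their rise in kidney cortex favours such a difference, so it is not independent evidence either.
Of 37 measured genes of oxidative stress and NRF2, 17 rose and 1 fell at an adjusted p under 0.05 (18 and 1 when adjusted over the list alone), with a median log2 fold change of 0.30 (camera adjusted p = 1.83e-04, and adjusted p = 0.148 with an estimated correlation). Scaling by library totals lowers this median to 0.11. The metal-binding metallothionein Mt1 rose 2.28-fold. Of 30 measured genes of oxidative phosphorylation, 19 rose and 0 fell at an adjusted p under 0.05 (20 and 0 when adjusted over the list alone), with a median log2 fold change of 0.59 (camera adjusted p = 3.66e-07, and adjusted p = 0.209 with an estimated correlation). The cytochrome oxidase subunit Cox6a1 rose 2.59-fold and the complex I subunit Ndufa2 2.36-fold. Of 13 measured genes of the mitochondrial genome, 13 rose and 0 fell at an adjusted p under 0.05 (13 and 0 when adjusted over the list alone), with a median log2 fold change of 0.94 (camera adjusted p = 1.83e-04, and adjusted p = 0.489 with an estimated correlation). Cardiac muscle markers moved with both groups. Of 12 measured genes of cardiac muscle, 9 rose and 0 fell at an adjusted p under 0.05 (12 and 0 when adjusted over the list alone), with a median log2 fold change of 1.09 (camera adjusted p = 0.00323, and adjusted p = 0.547 with an estimated correlation). Of 30 measured genes of ferroptosis, 11 rose and 3 fell, and the list (median 0.17) did not pass camera (adjusted p = 0.136) but passed fry, upward (adjusted p = 0.0129), and with library totals its median was -0.02. In the tumors, 32 ferroptosis genes had a median of -0.02 (camera adjusted p = 0.794) and 38 genes of oxidative stress a median of 0.05 (camera adjusted p = 0.0764).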

In this study, differentially upregulated genes in the uIRI kidney were involved in response to oxidative stress (Fig. 4g). Additionally, *Slc7a11* was included in 26 commonly upregulated genes. Therefore, we hypothesized that *Slc7a11* might be a characteristic gene of M2-like macrophages (Fig. 4b, c, h). qPCR confirmed that *Slc7a11* was highly expressed in Ly6C^low^ macrophages derived from uIRI kidney and uIRI-Can (Extended Data Fig. 8c).

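Slc7a11, which encodes the cystine and glutamate exchanger xCT, was 7.62-fold higher in macrophages of uIRI kidney cortex than of sham kidney cortex. Its level was 24.1 ± 3.59 CPM against 3.10 ± 0.960 CPM (SD, n = 3 each), from 117 to 193 and 13 to 31 counts per library. This is a log2 fold change of 2.93 (standard error 0.24, adjusted p = 3.00e-07) from edgeR, and all 3 uIRI libraries lay above all 3 sham libraries. The gene (ENSMUSG00000027737) lies on chromosome 3, 49892526 to 50443614, of GRCm38 (mm10), where the annotation also places the predicted genes Gm37854 and Gm37498.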

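In the tumors, Slc7a11 was at 56.2 ± 25.1 CPM in macrophages of uIRI-Can and 24.9 ± 9.79 CPM in Sham-Can (SD, n = 4 each). This is a fold change of 2.25, a log2 fold change of 1.17 (standard error 0.32, adjusted p = 0.271) from edgeR's quasi-likelihood test. The groups overlapped, with uIRI-Can at 34.3 to 84.7 CPM and Sham-Can at 19.6 to 39.6 CPM (exact permutation test, two-sided, p = 0.0857). Sham-Can 1, at 39.6 CPM, stood apart from the other Sham-Can libraries, which did not exceed 20.5 CPM. The response was larger in kidney cortex than in the tumors, by 1.75 (standard error 0.50, adjusted p = 0.0252) on the log2 scale. Slc7a11 in the tumors passed an adjusted p under 0.05 with DESeq2 (adjusted p = 0.0225) and with edgeR without the count filter (adjusted p = 0.0229), and over all alternatives the adjusted p ran from 0.0225 to 0.805. From the oxidative stress genes among those upregulated in the uIRI kidney, and from the presence of Slc7a11 among the genes upregulated in both tissues, the paper proposes as a hypothesis that Slc7a11 might be a characteristic gene of M2-like macrophages.

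**Figure D5:**
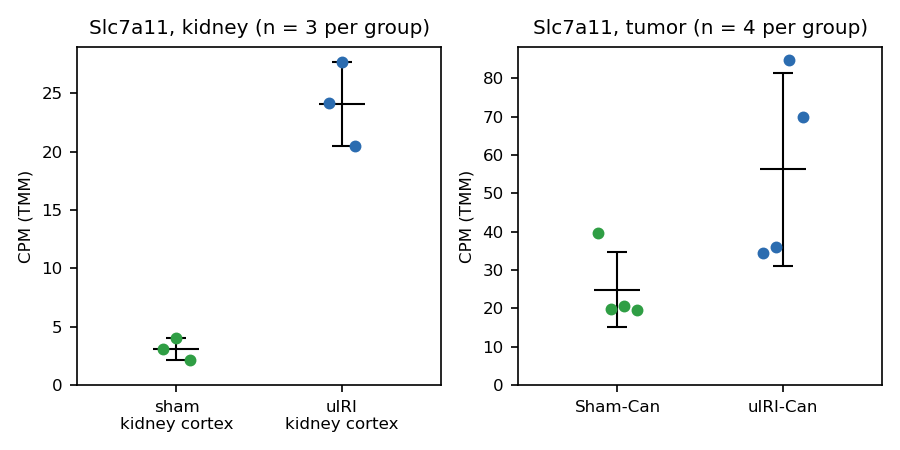
CPM after TMM scaling of Slc7a11 in the kidney libraries (left, n = 3 per group) and the tumor libraries (right, n = 4 per group). Each point is 1 library, the line is the mean and the bar the SD. The kidney groups lie apart, and Sham-Can 1, at 39.6 CPM, lies within the range of uIRI-Can.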

**Fig. 4:**
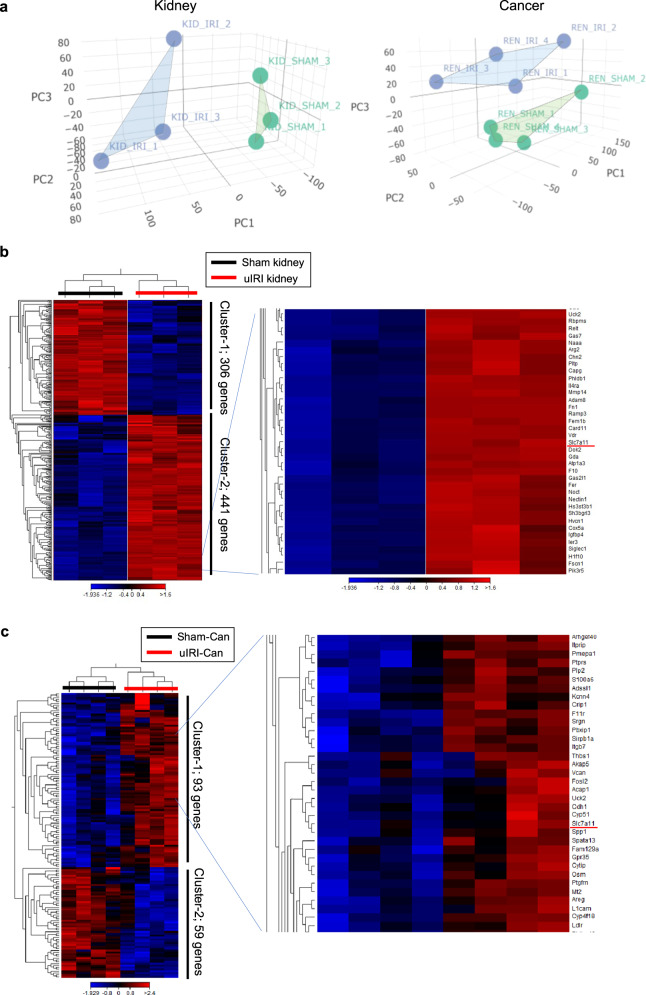

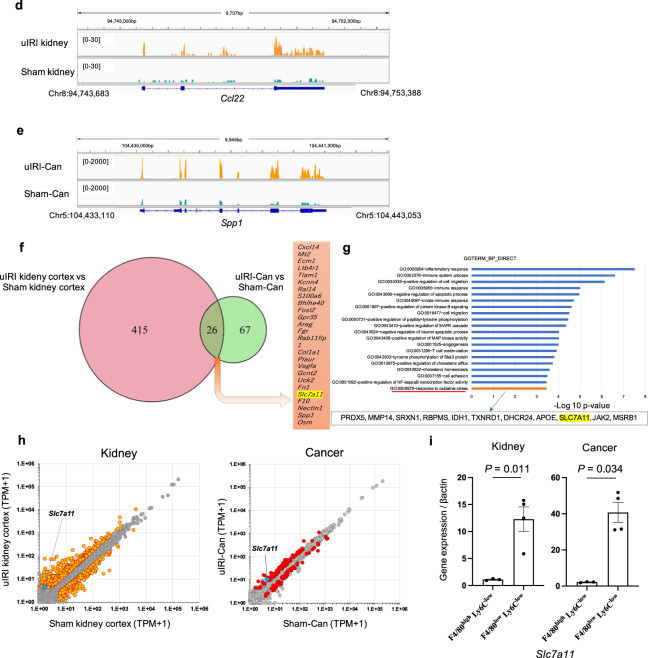
M2-like macrophages express higher levels of *Slc7a11* than non-M2-like macrophages. RNA-seq was conducted for four different types of Ly6C^low^ macrophages; uIRI kidney cortex, sham kidney cortex, uIRI-Can, and Sham-Can. (*n* = 3 per each kidney sample, *n* = 4 per each tumor sample). **a** Principal component analysis (PCA) shows different expression patterns between uIRI-treated samples and Sham-treated samples among Ly6C^low^ macrophages in the kidney (left) and Ly6C^low^ macrophages in cancer (right); blue color represents uIRI-treated samples, green color represents Sham-treated samples. **b**, **c** Heatmap shows differentially expressed genes. **b** 441 genes were upregulated and 306 genes were downregulated in Ly6C^low^ macrophages sorted from the uIRI kidney cortex compared to those from the sham kidney cortex with FDR < 0.001 and log fold change (log FC) more than 2. **c** 93 genes were upregulated and 59 genes were downregulated in Ly6C^low^ macrophages sorted from uIRI-Can compared to those from Sham-Can with FDR < 0.05. Representative gene tracks of RNA-seq signals around *Ccl22* in kidney samples (**d**), and *Spp1* in tumor samples (**e**). RNA-seq signals are visualized using Integrative Genomics Viewer (Version 2.11.3) (http://software.broadinstitute.org/software/igv/). **f** 26 genes were commonly upregulated in Ly6C^low^ macrophages sorted from the uIRI kidney cortex and uIRI-Can. **g** Top 20 Gene Ontology (GO) terms enriched among upregulated genes in uIRI kidney included the response to oxidative stress. **h** Scatter plots show the locus of *Slc7a11* among differentially expressed genes in kidney sample (left), and in tumor sample (right). **i** In qPCR, *Slc7a11* expression was upregulated in F4/80^low^Ly6C^low^ macrophages compared to F4/80^high^Ly6C^low^ macrophages both in uIRI kidney cortex (left) and uIRI-Can (right). (*n* = 3 per each F4/80^high^Ly6C^low^ macrophage group, *n* = 4 per each F4/80^low^Ly6C^low^ macrophage group; two-sided Mann–Whitney *U* test). uIRI unilateral ischemia-reperfusion injury, uIRI-Can kidney cancer inoculated into the kidney subcapsule after unilateral IRI, Sham-Can kidney cancer inoculated into the kidney subcapsule after sham operation.

Considering that increased F4/80^low^Ly6c^low^ macrophage infiltration was detected in uIRI tumors and kidneys compared to in sham groups (Extended Data Fig. 8d), F4/80^low^Ly6c^low^ macrophages might be responsible for the increased expression of *Slc7a11* in uIRI kidney and uIRI-Can. qPCR confirmed that *Slc7a11* expression was upregulated in F4/80^low^Ly6C^low^ macrophages compared to that in F4/80^high^Ly6C^low^ macrophages in both uIRI kidney and uIRI-Can (Fig. 4i).

### Sulfasalazine improves immune checkpoint inhibitor efficacy by changing M2-like macrophage function

Sulfasalazine (SSZ), which is usually used for ulcerative colitis and rheumatoid arthritis [44, 45], is one of the currently available inhibitors for xCT [46–48]. Although SSZ shows anti-tumor activity in some tumors [47, 49, 50], SSZ did not affect RenCa cell viability and did not have cell toxicity for RenCa cells (Extended Data Fig. 9a, b). To confirm the SSZ efficacy in RenCa cells, we intraperitoneally injected SSZ in mice with Sham-Can. Consistently, SSZ did not affect the progression of tumor inoculated into subcapsule of healthy kidney (Fig. 5a, b). Next, we evaluated the efficacy of SSZ on M2-like macrophages. First, we confirmed that SSZ inhibited cystine uptake ability of xCT on F4/80^low^Ly6C^low^ macrophages but it did not affect the cystine uptake of F4/80^high^Ly6C^low^ non-M2-like macrophages (Extended Data Fig. 9c). Since the difference in the cystine uptake inhibition by SSZ between F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages reflects the difference in xCT expression between F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages, this result supported our RNA-seq result that xCT expression was upregulated in F4/80^low^Ly6C^low^ M2-like macrophages compared to in F4/80^high^Ly6C^low^ non-M2-like macrophages. Next, we assessed SSZ toxicity in F4/80^low^Ly6C^low^ macrophages. SSZ did not affect the cell viability of F4/80^low^Ly6C^low^ macrophages and did not have cell toxicity for these cells (Extended Data Fig. 9d, e). However, intraperitoneal injection of SSZ in mice with uIRI-Can inhibited tumor progression (Fig. 5c, d). SSZ administration did not affect the proportion of F4/80^low^Ly6C^low^ macrophages and CD4^+^ and CD8^+^ T cells (Fig. 5e–g). Since previous studies showed that xCT-mediated glutamate release to the TME recruited Tregs in some cancers [51, 52], we also evaluated the proportion of Treg. In our model, SSZ did not affect the proportion of Treg in uIRI-Can (Extended Data Fig. 9f).

**Fig. 5:**
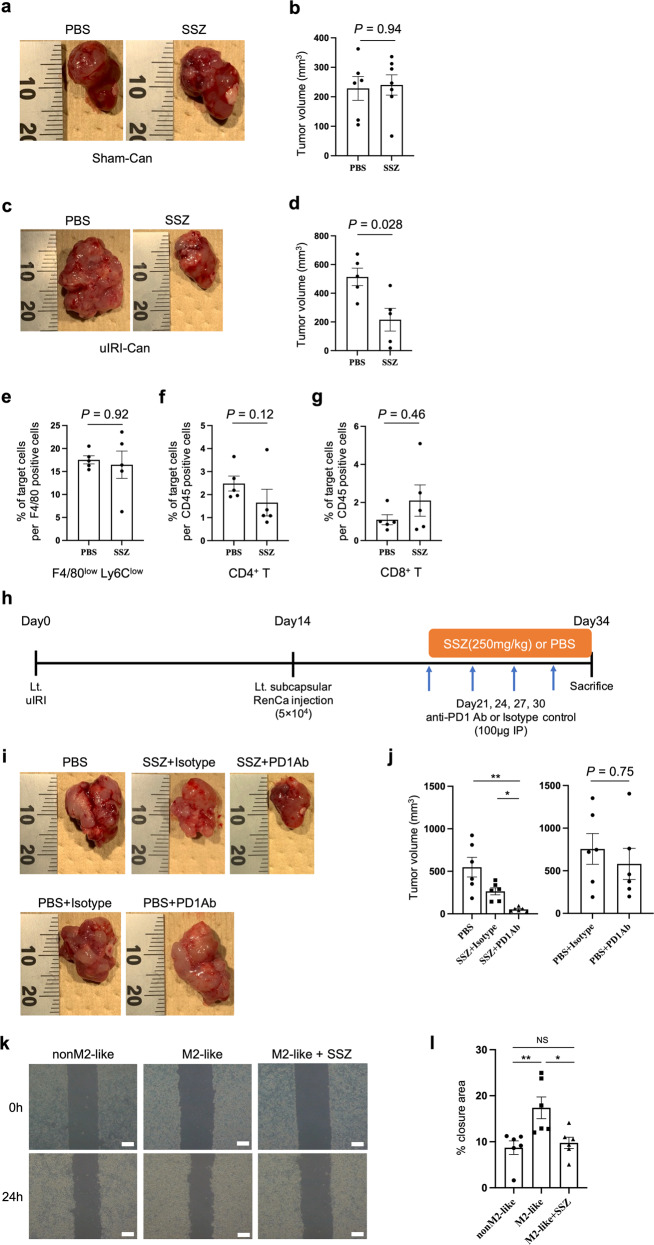
Sulfasalazine improves anti-PD1 antibody resistance in kidney cancer inoculated into uIRI kidney subcapsule via changing direct pro-tumor function of M2-like macrophages. **a**, **b** Sulfasalazine (SSZ) or PBS was administered every day starting 7 days after tumor inoculation into sham-operated kidney subcapsule. **a** Representative photos of each tumor are shown. **b** The tumor volume of each group is shown. (*n* = 6 per group; two-sided Mann–Whitney *U* test).　**c**, **d** SSZ or PBS was administered every day starting 7 days after tumor inoculation into uIRI-operated kidney subcapsule. **c** Representative photos of each tumor are shown. **d** The tumor volume of each group is shown. (*n* = 5 per group; two-sided Mann–Whitney *U* test). **e** Intra-tumor F4/80^low^Ly6C^low^ macrophage proportion in F4/80^+^ cells was quantitatively evaluated, as determined by flow cytometer. (*n* = 5 per group; two-sided Mann–Whitney *U* test). Tumor-infiltrating CD4^+^ T cells (**f**), and CD8^+^ T cells (**g**) proportion in CD45^+^ cells were quantitatively evaluated, as determined by flow cytometer. (*n* = 5 per group; two-sided Mann–Whitney *U* test). **h**–**j** SSZ or PBS was daily administered, and mouse anti-PD1 antibody or isotype control was administered every 2 days starting 7 days after RenCa cell inoculation into uIRI kidney subcapsule. **h** The protocol of this experiment is shown. **i** Representative photos of each tumor are shown. **j** The tumor volume of each group is shown. (*n* = 6 per group). *p < 0.05, **p < 0.01. Statistical analysis was performed using Kruskal–Wallis test followed by a post hoc Dann–Bonferroni multiple comparisons test or two-sided Mann–Whitney *U* test. **k**, **l** RenCa cells were co-cultured with F4/80^low^Ly6C^low^(M2-like), SSZ-treated F4/80^low^Ly6C^low^(M2-like+SSZ), or F4/80^high^Ly6C^low^(nonM2-like) macrophages in Transwell systems for 24 h after creating a gap in confluent monolayer of RenCa cells, and the degree of gap closure was evaluated. (*n* = 6 per group). **k** Representative picture of each group is shown at time 0 and 24 h after starting co-culture. Scale bars: 300 μm. **l** The quantification of the percentage of closure area is shown. Black circle represents non-M2-like group, black square represents M2-like group, and black triangle represents M2-like + SSZ group. NS not significant; *p < 0.05, **p < 0.01 (Kruskal–Wallis test followed by a post hoc Dann–Bonferroni multiple comparisons test). Lt. left side, uIRI unilateral ischemia-reperfusion injury, CL clodronate liposome, Ab antibody, uIRI-Can kidney cancer inoculated into the kidney subcapsule after unilateral IRI, Sham-Can kidney cancer inoculated into the kidney subcapsule after sham operation, SSZ sulfasalazine.

Additionally, the uIRI-Can mice were treated with a combination of anti-PD1 and SSZ (Fig. 5h), which augmented the anti-tumor activity of the anti-PD1 antibody (Fig. 5i, j). These results indicated that SSZ inhibited tumor progression in M2-like macrophage-rich TME although SSZ did not affect the survival and polarization of M2-like macrophages and CD8^+^ T cell infiltration.

To evaluate the effect of SSZ on M2-like macrophage function, we co-cultured RenCa cells and F4/80^low^Ly6C^low^ macrophages pretreated with or without SSZ and performed a scratch healing test (Extended Data Fig. 9g). Compared to F4/80^high^Ly6c^low^ macrophages, F4/80^low^Ly6C^low^ macrophages promoted RenCa cell migration. In contrast, SSZ treatment abolished the induction of RenCa cell migration by F4/80^low^Ly6C^low^ macrophages (Fig. 5k, l). These results suggested that SSZ modified the pro-tumor activities of M2-like macrophages that might augment the efficacy of the anti-PD1 antibody, and the mechanism of this pro-tumor function was different from that of inhibiting effector T cell infiltration.

### SLC7A11-high macrophages are detected in human cancers

To determine whether *SLC7A11*-positive macrophages exist in human cancers, we evaluated *SLC7A11-expressing* macrophages using a publicly available single-cell RNA-seq dataset consisting of tumor-infiltrating myeloid cells in pan-cancer [36]. In kidney cancer, *SLC7A11*-positive macrophages were mainly detected in *GPNMB* positive or *FN1* positive macrophage sub-clusters (Extended Data Fig. 10a, b). Previous studies reported that GPNMB production by macrophages promoted tumor progression and metastasis [53, 54]. Additionally, *FN1* positive macrophages are associated with poor prognosis in kidney cancer patients [36], and *Fn1* was detected among our 26 commonly upregulated genes. 

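Fn1, which encodes fibronectin, an extracellular matrix protein, was 34.7-fold higher in macrophages of uIRI kidney cortex, at 416 ± 13.6 CPM, than of sham kidney cortex, at 11.8 ± 6.05 CPM (SD, n = 3 each). This is a log2 fold change of 5.12 (standard error 0.25, adjusted p = 1.28e-09) from edgeR. In the tumors it was at 2462 ± 845 CPM in uIRI-Can and 763 ± 217 CPM in Sham-Can (SD, n = 4 each), a log2 fold change of 1.69 (standard error 0.28, adjusted p = 0.138). All 4 uIRI-Can libraries, at 1231 to 3146 CPM, lay above all 4 Sham-Can libraries, at 567 to 1063 CPM (exact permutation test, two-sided, p = 0.0286). The response was larger in kidney cortex by 3.42 (standard error 0.45, adjusted p = 1.00e-04) on the log2 scale. The gene (ENSMUSG00000026193) lies on chromosome 1, 71585520 to 71653200, of GRCm38 (mm10) and overlaps Apol7d. Fn1 in the tumors passed an adjusted p under 0.05 with DESeq2, without the count filter, in the fit of all 14 libraries and without uIRI-Can 1. Fibroblast markers, which fibroblasts express beside fibronectin, were also higher in uIRI kidney cortex. In the tumors their sums were 103 and 247 CPM in uIRI-Can 1 and 2, 29.6 and 53.0 in uIRI-Can 3 and 4 and 21.3 to 38.3 in Sham-Can, and the list did not pass with an estimated correlation (adjusted p = 0.247) or with fry (adjusted p = 0.173).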

Using clinical data from the TCGA dataset, we evaluated the association between *SLC7A11* expression in myeloid cells and overall survival. Kidney cancer patients with *SLC7A11*-positive myeloid cells had a poor prognosis (Fig. 6a). We confirmed that xCT-positive macrophages existed in human kidney cancer tissue using immunohistochemistry (Fig. 6b). On the contrary, *SLC7A11*-positive non-myeloid cells were not associated with prognosis among kidney cancer patients (Extended Data Fig. 10c). Also, based on our preliminaly result, xCT expression was not detected in human kidney cancer cells. Moreover, using the same single-cell RNA-seq dataset, we evaluated *SLC7A11*-positive macrophages in other cancer types with *SPP1*-positive macrophages, a poor prognostic factor based on previous studies [36, 42], because *Spp1* was also detected in our 26 commonly upregulated genes. 

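In kidney cortex, macrophages of the uIRI group held 2.67-fold more Spp1 RNA than those of the sham group. The levels were 128 ± 17.7 and 48.0 ± 4.66 CPM (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.13, adjusted p = 1.14e-06) from edgeR, a call that limma on TPM does not make. The kidney and tumor responses of Spp1 differed by 0.55 (standard error 0.27, adjusted p = 0.188) on the log2 scale, which did not pass the test.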

*SLC7A11*-positive macrophages were identified in lung, colon, ovarian, and pancreatic cancer patients, and these macrophages were mainly detected among *SPP1* positive macrophage sub-clusters (Extended Data Fig. 10d, e). These results showed that *SLC7A11*-positive macrophages were also detected in pro-tumor M2-like macrophage subclusters in human cancers, and they were associated with poor prognosis especially among kidney cancer patients.

**Fig. 6:**
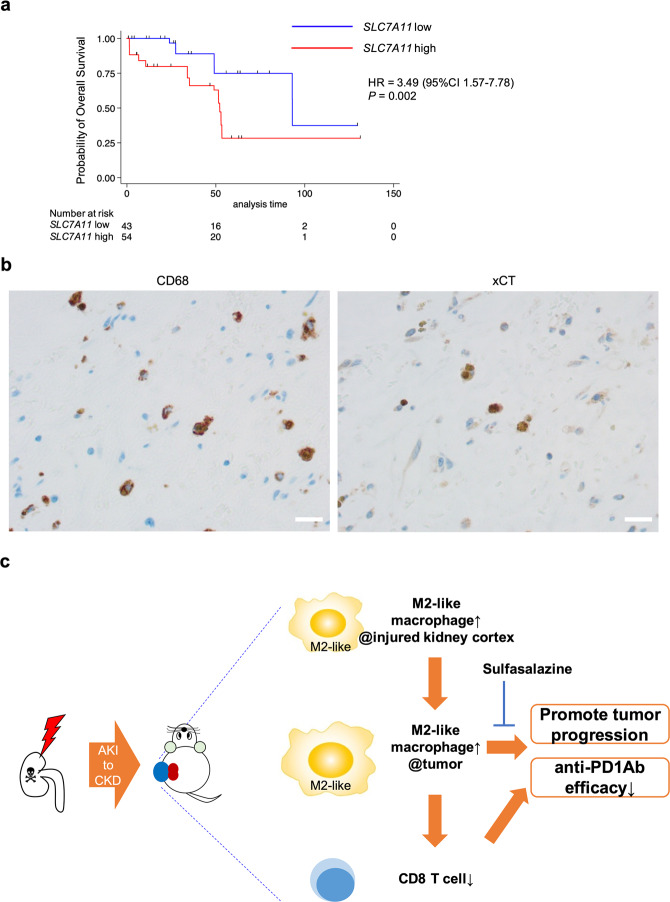
*SLC7A11* positive macrophages exist in human kidney cancer and are associated with poor prognosis. **a** Kaplan–Meier plot for comparing the overall survival between kidney cancer patients with high expression of *SLC7A11* and kidney cancer patients with low expression of *SLC7A11*; blue line indicates *PTPRC*-high and *SLC7A11*-low patients, and red line indicates *PTPRC*-high and *SLC7A11*-high patients. The overall survival of kidney cancer patients with high expression of *SLC7A11* was worse than patients with low expression of *SLC7A11*. Statistical analysis was performed using the two-sided log-rank test. HR was calculated using univariate Cox regression analysis. **b** Representative immunohistochemical analysis of xCT-positive CD68^+^ macrophages in kidney cancer patients. Scale bars: 20 μm. **c** Schematic summary of the main results. Through AKI to CKD process, M2-like macrophages were accumulated in the injured kidney cortex. These M2-like macrophages in the injured kidney expanded the M2-like macrophage population in the kidney cancer tissue, leading to the progression of kidney cancer and diminished the efficacy of the anti-PD1 antibody via at least two distinct mechanisms—a direct mechanism to tumor progression and inhibition of CD8 T cell infiltration into the tumor. SSZ modulated the direct pro-tumor of M2-like macrophages and improved the anti-tumor activity and susceptibility to anti-PD1 antibody therapy. HR hazard ratio, CI confidence interval, AKI acute kidney injury, CKD chronic kidney disease, SSZ sulfasalazine.

## Discussion

The TME has been recognized as a promising therapeutic target because it can modulate cancer growth, invasion, metastasis, and response to several therapies [55]. TAMs are one of the main components in TME; specifically, M2-like TAMs are associated with poor prognosis and resistance to ICI in several types of cancer owing to their pro-tumor and immunosuppressive function [10, 40, 56]. Previous studies evaluated the contribution of macrophages present in healthy organs to tumor progression. A recent study reported that normal tissue-resident macrophages surrounding cancer cells supported tumor progression by promoting cancer invasion and recruiting Treg in early non-small cell lung cancer (NSCLC) [57]. However, few studies evaluated the feature of macrophages present in the TME of cancer that develops in injured organs. Regarding kidneys, previous studies have shown that M2-like macrophages have important roles in fibrosis and tumor progression. Ly6C^low^ macrophages accumulated in injured kidneys after uIRI and promoted kidney fibrosis through myofibroblast activation [29], and Ly6C^low^ macrophages present in tumor tissue promoted tumor progression in vivo [58, 59]. However, the relationship between M2-like macrophages in injured kidneys and kidney cancer progression remains to be evaluated. Here, we demonstrated that preexisting M2-like macrophages in the injured kidney cortex have an important role in expanding the M2-like macrophage population in kidney cancer, promoting kidney cancer progression and resistance to ICI. The immunosuppressive microenvironment with M2-like macrophages was already established in the injured kidney cortex and facilitated kidney cancer progression (Fig. 6c).

Pharmacological inhibition of xCT using SSZ reduced the growth of lymphoma cells and has been shown to inhibit tumor growth and metastasis in several types of cancer [44, 46, 60]. Additionally, xCT inhibition using SSZ in glioblastoma cells caused an increase in reactive oxygen species leading to cell death, which was recognized as ferroptosis [61]. However, in our study, SSZ did not affect the progression of kidney cancer without M2-like macrophages, and xCT inhibition of M2-like macrophages using SSZ did not cause an increase in cell death or reduce the percentage of M2-like macrophages in tumor tissues. Contrarily, SSZ suppressed the pro-tumor function of M2-like macrophages although SSZ did not improve the recruitment of CD8^+^ T cells into tumor tissue. These results suggested that xCT in M2-like macrophages contributed to the progression of kidney cancer and SSZ did not deplete M2-like macrophages, and M2-like macrophages had two distinct pro-tumor activities: promoting the migration ability of cancer cells and inhibiting CD8 T cell infiltration, and the underlying mechanisms of these two functions were different. A previous study showed systemic xCT knockout did not affect T cell infiltration into grafted tumors and T cell proliferation [62]. Based on previous reports, it was considered that M2-like macrophages contributed to the abnormal structure of tumor neovessels leading to inhibition of T cell infiltration although M2-like macrophages had complicated functions [63, 64]. Therefore, future studies are needed to clarify the precise mechanism underlying M2-like macrophage-mediated inhibition of CD8^+^ T cell infiltration to develop effective macrophage-targeted therapy which enhances the efficacy of immunotherapy.

Although macrophage depletion therapy is expected to be effective against cancer [38, 40, 65], recent data showed that whole macrophage depletion was insufficient to inhibit cancer progression due to heterogeneity and diverse functions of macrophages. The anti-tumor effect of CSF-1R inhibition, which leads to inhibition of macrophage recruitment in cancer tissue, showed limited anti-tumor activity as a monotherapy [66]. Therefore, recently, more specific strategies for pro-tumor macrophages or reprogramming macrophage function to attenuate pro-tumor or immunosuppressive ability are investigated [64]. One preclinical study showed that modulating M2-like macrophage function was a promising cancer therapy and it improved the efficacy of radiation therapy in the glioblastoma model [67]. Our study suggested that SSZ would be useful to overcome the resistance to ICI by modulating the pro-tumor function of *Slc7a11*-positive M2-like macrophages. Future studies should evaluate the efficacy of SSZ on ICI-resistant kidney cancer with background injured kidneys.

While SSZ inhibits xCT-mediated cystine uptake, all current available xCT inhibitors, including SSZ, had low target specificity against xCT [68]. Therefore, although SSZ could change the M2-like macrophage function, whether this effect was caused only by xCT inhibition remains unclear. Further studies which use myeloid cell-specific *Slc7a11* knockout mice will be needed to confirm the effect of *Slc7a11* on M2-like macrophage function. However, this is the first study that showed SSZ could affect the M2-like macrophage function and improve susceptibility to ICI therapy.

Moreover, we showed that *SLC7A11*-positive macrophages were detected not only in kidney cancer but also in lung, colon, ovarian, and pancreatic cancer. Furthermore, these macrophages were mainly found in *SPP1*-positive macrophage subcluster associated with poor prognosis based on previous studies [36, 42], and *Spp1* was upregulated in M2-like macrophages in both injured kidneys and kidney cancer in our study, similar to *Slc7a11*. In these organs, M2-like macrophages are also recognized to contribute to promoting organ failure and cancer progression. Idiopathic pulmonary fibrosis (IPF) is a risk factor for the incidence of NSCLC [69], and the complication of IPF is a poor prognostic factor among NSCLC patients [70]. M2-like macrophages had a profibrotic role in the bleomycin-induced pulmonary fibrosis model [71]. Additionally, M2-like macrophages promoted the progression of NSCLC [72]. In chronic pancreatitis, M2-like macrophages promoted fibrosis and chronic inflammation [73]. VEGF secreting M2-like macrophages enhanced angiogenesis, invasion, and metastasis of pancreatic cancer [74]. Moreover, M2-like macrophages contributed to cancer progression in several cancers, including colon [75] and ovarian cancer [76]. Based on these reports and our results, M2-like macrophages present in damaged organs might promote cancer progression in these organs. Furthermore, *Slc7a11*-positive M2-like macrophages would be a promising therapeutic target especially for cancers that develop in chronically injured organs.

In conclusion, M2-like macrophages present in the injured kidney cortex increased the M2-like macrophage population in kidney cancer. It led to kidney cancer progression and diminished the effect of the anti-PD1 antibody therapy via at least two distinct mechanisms: a direct mechanism to tumor progression and inhibition of CD8^+^ T cell infiltration into the tumor. While ICIs are already one of the key therapies for metastatic kidney cancer, recently, adjuvant pembrolizumab monotherapy after nephrectomy showed efficacy for improving disease-free survival [77]. Although the importance of ICIs in kidney cancer treatment continues to grow, the resistance to ICIs remains one of the most important issues. M2-like macrophages, which preexist around the tumor, especially in injured kidneys, potentially mediate the resistance to ICI therapy in kidney cancer. Our results would contribute to predicting the ICI therapy efficacy and developing specific combination therapy for kidney cancer patients with injured kidney.

## Methods

### Cell culture and reagents

RenCa cells, a BALB/c derived murine kidney cancer cell line, were purchased from Cell Lines Service and maintained in RPMI1640 medium (Cell Lines Service, Eppelheim, Germany) at 37°C with 5% CO_2_. Sulfasalazine (SSZ) used in this study was obtained from Sigma-Aldrich (St. Louis, Missouri, USA; S0883).

### Unilateral ischemia-reperfusion injury

Wild-type BALB/c male mice (7–8 weeks of age) were used for all experiments. All mice were purchased from Nippon Bio-Supp. Center (Tokyo, Japan). Mice were anesthetized by intraperitoneal injection of medetomidine (0.3 mg/kg), butorphanol (5 mg/kg), and midazolam (4 mg/kg). Body temperature was monitored using a rectal probe and maintained between 36 ± 0.5 °C with a heating pad (Neuroscience Inc, Osceola, WI, USA). Renal uIRI was performed by clamping the left-side renal pedicle for 30 min. The clamp was released, and the wound was sutured after the restoration of blood flow was visually observed. Sham-operated mice underwent the same procedure without clamping renal pedicles. Fourteen days after reperfusion, mice were euthanized or received RenCa cells inoculation. Mice were randomly assigned to each group when they were purchased. Blinding was not performed.

### Aristolochic acid administration

AA (A5512, Sigma-Aldrich, St. Louis, Missouri, USA) was dissolved in PBS and administered intraperitoneally to the mice (5 mg/ kg). Fourteen days after AA administration, mice were euthanized or received RenCa cells inoculation.

### RenCa transplantation

RenCa cells (5 × 10^4^) were inoculated into left-side kidney subcapsule 14 days after uIRI or AA administration or sham operation [78, 79]. Mice were anesthetized in the same way as described above. The left-side kidney was exposed through the incision site and a needle was inserted under the renal capsule to inject the RenCa cell suspension. Next, the wound was sutured. To detect 2 SD difference at 80% power with two-sided 5% significance level, 4–6 mice in each group were used. For subcutaneous RenCa cell transplantation, RenCa cell suspension (5 × 10^5^) was inoculated under skin 14 days after uIRI or sham operation [80]. Tumor size was measured using a caliper and calculated using the following formula: volume = (length × (width)^2^)/2.

To evaluate the efficacy of anti-PD1 antibody in our model, 100 μg of mouse anti-PD1 antibodies (clone RMP1-14, BioXcell, Lebanon, NH, USA) or 100 μg of rat IgG2a isotype control (clone 2A3, BioXcell, Lebanon, NH, USA) were intraperitoneally injected four times every 2 days starting 7 days after tumor inoculation [81]. To evaluate the efficacy of SSZ on RenCa cell progression, SSZ dissolved in PBS (250 mg/kg) or PBS were intraperitoneally injected every day starting 7 days after tumor inoculation into sham-operated kidney subcapsule. To modulate the effect of M2-like macrophages on cancer progression and anti-PD1 antibody resistance, SSZ or PBS were intraperitoneally injected every day starting 7 days after tumor inoculation into uIRI-operated kidney subcapsule with or without the anti-PD1 antibodies. Mice were randomly divideded into each treatment group when they were purchased. Blinding was not performed.

### Cell preparation and flow cytometry

Tumors were harvested and dissociated using Tissue and Tumor Dissociation Reagent (661563, BD Bioscience, Franklin Lakes, NJ, USA) according to the manufacturer’s instructions. Kidney cortex samples were cut into pieces and incubated in HEPES containing RPMI-1640 (R5886, Sigma-Aldrich, St. Louis, Missouri, USA) supplemented with 0.2% collagenase (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) and 2 KU/ml DNase I (Sigma-Aldrich, St. Louis, Missouri, USA) for 40 min at 37 °C. Next, single-cell suspensions were prepared using a 70 μm cell strainer. To eliminate dead cells, the single-cell suspensions were stained with Zombie Yellow (BioLegend, San Diego, CA, USA). The preparations were pretreated with Fc Block (anti-CD16/32 clone 2.4G2; BioXcell, Lebanon, NH, USA) and stained with antibodies for cell-surface antigens for 30 min on ice. For intracellular cytokine staining, cells were stimulated with phorbol 12-myristate 13-acetate (PMA) 10 ng/ml (Sigma-Aldrich, St. Louis, Missouri, USA) and ionomycin 1 μM (Sigma-Aldrich, St. Louis, Missouri, USA) in the presence of brefeldin A 10 μg/ml (Sigma-Aldrich, St. Louis, Missouri, USA) for 4 h at 37 °C [82]. After marking dead cells using the Zombie Yellow (BioLegend, San Diego, CA, USA), cells were blocked with an anti-CD16/32 antibody (clone 2.4G2; BioXcell, Lebanon, NH, USA) and stained with indicated antibodies for cell-surface antigens. According to manufacturers’ instructions, cells were stained with intracellular antibodies after fixation and permeabilization using Fixation Buffer and Intracellular Staining Perm Wash Buffer (BioLegend, San Diego, CA, USA). For FoxP3 staining, following fixation and permeabilization using True-Nuclear Transcription Factor Buffer Set (424401, BioLegend, San Diego, CA, USA) as per the manufacturers’ instructions, cells were stained with anti-FoxP3 antibody (clone MF-14; BioLegend, San Diego, CA, USA).

Data were acquired using a Gallios^TM^ flow cytometer (Beckman-Coulter, Brea, CA, USA) and analyzed using the FlowJo software V.10.6.2 (BD Biosciences, Franklin Lakes, NJ, USA). The anti-mouse antibodies used in this study are listed as follows and were obtained from BioLegend (San Diego, CA, USA): FITC-conjugated anti-CD3 (clone 145-2C11), FITC-conjugated anti-CD45 (clone 30-F11), FITC-conjugated anti-CD8b (clone YTS156.7.7), PE-conjugated anti-CD45 (clone 30-F11), PE-conjugated anti-FoxP3 (clone MF-14), PE-conjugated anti-TNFα (clone MF-14), PE-CF594-conjugated anti-F4/80 (clone T45-2342), PerCP/ Cy5.5-conjugated anti-CD11b (clone M1/7), PerCP/ Cy5.5-conjugated anti-CD4 (clone GK1.5), PE/Cy7-conjugated anti-Ly6C (clone HK1.4), PE/Cy7-conjugated anti-PD1 (clone RMP1-30), PE/Cy7-conjugated anti-IFNγ (clone XMG12), APC-conjugated anti-F4/80 (clone BM8), APC-conjugated anti-Tim3 (clone RMT3-23), APC-conjugated anti-CD4 (clone GK1.5), APC-conjugated anti-CD3 (clone 145-2C11), APC/Cy7-conjugated anti-CD8a (clone 53-6.7), APC/Cy7-conjugated anti-CD45 (clone 30-F11), Pacific Blue-conjugated anti-Gr1 (clone RB6-8C5), Pacific Blue-conjugated anti-CD45 (clone 30-F11), and Pacific Blue-conjugated anti-CD8a (clone 53-6.7). PE-CF594-conjugated anti-B220 antibody (clone RA3-6B2) was obtained from BD Horizon (Franklin Lakes, NJ, USA).

### Cell sorting

Tumors were harvested from donor mice and dissociated using Tissue and Tumor Dissociation Reagent (661563, BD Bioscience, Franklin Lakes, NJ, USA) according to the manufacturer’s instructions. After passing through a 70 μm cell strainer, the single-cell suspensions were pretreated with Fc Block (anti-CD16/32 clone 2.4G2; BioXcell, Lebanon, NH, USA) and stained with FITC-conjugated anti-CD45 (clone 30-F11, BioLegend), PerCP/ Cy5.5-conjugated anti-CD11b (clone M1/70, BioLegend, San Diego, CA, USA), PE/Cy7-conjugated anti-Ly6C (clone HK1.4, BioLegend, San Diego, CA, USA), APC-conjugated anti-F4/80 (clone BM8, BioLegend, San Diego, CA, USA), Pacific Blue-conjugated anti-Gr1 (clone RB6-8C5, BioLegend, San Diego, CA, USA) antibodies, and propidium iodide (P4864, Sigma-Aldrich, St. Louis, Missouri, USA). Each target cell was sorted using SH800S (SONY, Tokyo, Japan). The data were analyzed using the FlowJo software V.10.6.2 (BD Biosciences, Franklin Lakes, NJ, USA).

### Adoptive transfer of sorted macrophages

Tumor cells were inoculated into kidney subcapsule after uIRI. Fourteen days later, tumors were harvested and single-cell suspensions were made through a 70 μm cell strainer. CD45^+^ CD11b^+^ Gr1^−^ F4/80^high^ Ly6C^low^ cells and CD45^+^ CD11b^+^ Gr1^−^ F4/80^low^ Ly6C^low^ cells were sorted using SH800S (SONY, Tokyo, Japan). F4/80^low^Ly6C^low^ or F4/80^high^Ly6C^low^ macrophages (1 × 10^5^) were co-injected with RenCa cells (5 × 10^4^) on healthy kidney subcapsule. Tumor progression was evaluated 20 days after co-injection.

### Macrophage depletion from the injured kidney

CL (CLD-8909, Encapsula NanoSciences, Brentwood, TN, USA) or PBS were intraperitoneally injected at a dose of 200 μl the day after uIRI, followed by three doses of 100 μl every 2 days [29]. Fourteen days after uIRI, mice were euthanized or received RenCa cells inoculation.

### Lymphocyte depletion

Mouse anti-CD8α antibody (clone 53-6.7, BioXcell, Lebanon, NH, USA) or anti-CD4 antibody (clone GK1.5, BioXcell, Lebanon, NH, USA) were intraperitoneally injected at a dose of 200 μg three times every 6 days starting the day after tumor inoculation [58, 83]. Equal amounts of IgG isotype antibodies (BioXcell, Lebanon, NH, USA) were intraperitoneally injected as a control.

### Immunohistochemistry

Kidney samples were fixed in Mildform 10 N (133–10311; Wako, Osaka, Japan) and embedded in paraffin. Embedded tissues were sectioned at 3 μm for immunohistochemistry. Tissue sections were dewaxed and rehydrated using gradient ethanol. For F4/80 staining, the endogenous peroxidase activity was quenched with 0.3% H_2_O_2_ in PBS for 20 min at room temperature. These sections were incubated with Protein Block Serum-Free (Dako by agent Technologies, Santa Clara, CA, USA) for 10 min at room temperature to block non-specific antibody binding. Sections were incubated with rat anti-F4/80 antibody (1/400, MCA497GA, Bio-Rad Laboratories Inc., Hercules, CA, USA) overnight at 4 °C. After washing with PBS, these slides were incubated with Histofine Simple Stain MAX PO (Nichirei Biosciences Inc., Tokyo, Japan) for 30 min at room temperature. The color was developed using ImmPACT DAB (Vector Laboratories Inc., Burlingame, CA, USA) followed by counterstaining with hematoxylin solution. Finally, slides were counterstained with hematoxylin and dehydrated. For CD3 and CD8 staining, after protein blocking, heat-induced antigen retrieval was performed using an autoclave in sodium citrate buffer (pH 6.0) at 120 °C for 20 min. Sections were incubated with rabbit anti-CD3 antibody (1/1000, ab16669, abcam, Cambridge, UK) or anti-CD8 antibody (1/300, ab209775, abcam, Cambridge, UK) overnight at 4 °C. Next, the endogenous peroxidase quenching was performed using 0.3% H_2_O_2_. Sections were incubated with biotinylated goat anti-rabbit IgG as a secondary antibody (1/1000, BA-1000, Vector Laboratories Inc., Burlingame, CA, USA) for 60 min and subsequently incubated with R.T.U. VECTASTAIN Elite ABC Reagent (Vector Laboratories Inc., Burlingame, CA, USA) for 30 min. The sections were then incubated with ImmPACT DAB (Vector Laboratories Inc., Burlingame, CA, USA) followed by counterstaining with hematoxylin solution. To evaluate tissue fibrosis, collagen 1 and collagen 3 were stained with Picrosirius red stain (Polysciences, Inc., Warrington, PA, USA).

For human samples, hematoxylin-eosin staining and immunohistochemical staining was performed using the Ventana Benchmark XT autostainer (Ventana Medical Systems, Tucson, AZ, USA). The primary antibodies used in this study were as follows: monoclonal mouse anti-CD68 antibody (1/200, M087601-2, Agilent, Santa Clara, CA, USA) and polyclonal rabbit anti-xCT antibody (1/1000, NB300-318, Novus Biologicals, Centennial, CO, USA).

### Plasma creatinine and plasma urea nitrogen level measurement

The blood sample was obtained 14 days after uIRI. Plasma creatinine and urea nitrogen level was measured using an enzymatic method following each manufacturers’ protocol (Wako Pure Chemical Industries, Osaka, Japan).

### RNA extraction and quantitative real-time PCR

Total mRNA was isolated using RNAiso Plus (Takara Bio, Shiga, Japan), and reverse transcribed using PrimeScript RT Master Mix (Takara Bio, Shiga, Japan) according to the manufacturer’s instructions. The cDNA was used for real-time quantitative PCR (qPCR), using THUNDERBIRD qPCR Mix (Toyobo, Tokyo, Japan) and a CFX96 Real Time System (Bio-Rad). β-actin was used to normalize the mRNA expression levels. The results were analyzed by the ⊿⊿Ct method. The primer sequences are listed in Supplementary Table 3.

### RNA-seq library preparation and sequencing

Using cell sorter, Ly6C^low^ macrophages were isolated from uIRI-Can, Sham-Can, uIRI kidney cortex, and sham kidney cortex. Since RNA-Seq could not be performed due to the extremely low amount of total RNA when F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages were collected separately, the samples were sorted together as Ly6C^low^ macrophages from each tissue; uIRI kidney cortex, sham kidney cortex, uIRI-Can, and Sham-Can. 

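Adgre1, the gene for F4/80, was a strong transcript in all 4 groups of sorted cells. It was 1.32-fold higher in uIRI kidney cortex, at 505 ± 28.1 against 384 ± 12.8 CPM (SD, n = 3 each), a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.00992) from edgeR, or 0.21 (adjusted p = 0.178) when scaled by library totals and 0.04 (adjusted p = 0.861) with limma on TPM. In the tumors it was at 298 ± 52.2 CPM in uIRI-Can and 413 ± 65.1 CPM in Sham-Can (SD, n = 4 each), a log2 fold change of -0.47 (standard error 0.15, adjusted p = 0.346) (exact permutation test, two-sided, p = 0.0571). The responses differed between the tissues by 0.85 (standard error 0.20, adjusted p = 0.00990) on the log2 scale. By cell sorter, the paper reports a larger share of F4/80-low cells among these pooled cells after uIRI in both tissues. How far that mix sets the Adgre1 values was not tested. Of 21 measured genes of resident macrophages in kidney cortex, which include Adgre1, 12 rose and 6 fell, and the list did not pass camera (adjusted p = 0.136) but passed fry, upward (adjusted p = 0.00577), with a median of 0.42, or 0.23 with library totals.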

Total RNA was isolated using the RNeasy Micro Kit (74004, Qiagen, Hilden, Germany) following manufacturers’ instructions. The integrity of the RNA was checked using Agilent RNA 6000 Nano Kit (Cat# 5067-1511; Agilent) on the Bioanalyzer (Agilent). The RNA Integrity Number in all samples was 6.0 to 9.4; thus, it was considered that RNAs have partial fragmentation and total RNA sequencing is suitable in this study. Using ~120 ng of the RNAs for each sample, the libraries were created using NEBNext Ultra II RNA Library Prep Kit for Illumina and NEBNext rRNA Depletion Kit v2 (New England Biolabs, Cat# E7770S and E7400L) according to the manufacturer’s instructions, and the final PCR was performed as 15 thermal cycles. Concentrations and size distributions of the libraries were measured using an Agilent DNA 7500 kit (Cat#5067-1506; Agilent) on Bioanalyzer. All samples were passed for analysis on NGS equipment.

The libraries were pooled and the concentrations were adjusted to 1 nM. The pooled libraries were subjected to denaturation and neutralization. Subsequently, the libraries were diluted to 1.8 pM and then applied for an NGS run on the NextSeq 500 System (Illumina, San Diego, CA, USA) with NextSeq500/550 v2.5 (75 Cycles) Kits (Illumina, Cat#20024906). The sequencing was performed with paired-end reads of 36 bases. After the sequencing run, FASTQ files were exported and basic information of the NGS run data was checked on CLC Genomics Workbench 21.0.3 software (CLC, QIAGEN). In the results, the PHRED-score as a quality score of the reads over 20 was confirmed for 99% of all reads, indicating the success of the data acquisition in the NGS run. The read number was ~29–34 million per sample as paired-end reads.

### RNA-seq data analysis

The quality of FASTQ files was evaluated using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) version 0.11.8 and trimmed using Trimmomatic PE version 0.38 [84] with “ILLUMINACLIP:adaptor_sequence.fa:2:30:7:1:true LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 CROP:120 MINLEN:36” parameters. The trimmed FASTQ files were aligned to the mouse reference genome mm10 using Hisat2 version 2.1.0 [85] with a “--dta” option. SAM files were sorted and converted into BAM files using Samtools version 1.9 [86]. Gene expression was quantified in transcripts per kilobase million (TPM) using StringTie version 1.3.4d [87] with an “-e” parameter; the GTF file was downloaded from GENCODE release M20 (https://www.gencodegenes.org/mouse/release_M20.html) and input with a “-G” option. To visualize the sequencing tracks, BIGWIG files were generated from BAM files using deepTools version 3.2.0 [88], bamCoverage command with “-of bigwig -bs 1 --exactScaling --normalizeUsing CPM” parameters, and displayed in Integrative Genomics Viewer [89]. Read count table was produced using featureCounts version 1.6.3 with “-t exon -g gene_id --extraAttributes gene_name -M -s 0 -p -P -d 0 -D 500 -a gencode.vM20.annotation.gtf” parameters. RNA-Seq signals were visualized using Integrative Genomics Viewer (Version 2.11.3) (http://software.broadinstitute.org/software/igv/). The RNA-Seq data were deposited in the Gene Expression Omnibus under accession number GSE197494.

### Bioinformatics analysis

First, bioinformatics analysis was performed on the CLC Genomics Workbench software, which proposed to perform statistical analysis and create a heat map using quantification values of each gene. Second, the data were visualized and analyzed using some validated softwares. Scatter plot using values of TPM was created on Microsoft Excel 2016 (Microsoft, Redmond, WA, USA). PCA plot, Volcano plot, and MA plot were created on TCC-GUI (ref: 10.1186/s13104-019-4179-2), which is a R/Bioconductor package, using total count data of each gene. Gene ontology enrichment analysis was performed on DAVID Bioinformatics Resources 6.8 [90] as a web tool, applying gene lists of <0.05 as FDR *p* value. Venn diagram was created using VennDiagram as R package on R version4.1.1. DEGs were detected using the criteria FDR < 0.05 among tumor samples. Among kidney samples, DEGs were identified using the definition: FDR < 0.001 and log fold change (log FC) more than 2.

### TCGA data analysis

To evaluate the association between *SLC7A11*-positive macrophages and clinical outcome (overall survival), TCGA data was used through the Memorial Sloan Kettering Cancer Center cBioPortal for CANCER GENOMICS (http://www.cbioportal.org) [91, 92]. For crude survival analysis, overall survival of *PTPRC (CD45)*-high and *SLC7A11*-high expression patients was compared with that of *PTPRC (CD45)*-high and *SLC7A11*-low expression patients using the Cox proportional hazard model.

### Single-cell RNA-seq analysis

Published single-cell RNA-seq dataset was used through integrative web server short for single-cell RNA-seq data visualization and analyzation (scDVA) (http://panmyeloid.cancer-pku.cn/). This dataset included pan-cancer single-cell RNA expression of tumor-infiltrating myeloid cells [36]. All clusters and macrophage sub-clusters were already defined according to the previous report [36]. To detect *SLC7A11*-positive macrophages, we evaluated *SLC7A11* expression in macrophage clusters among kidney cancer, lung cancer, colon cancer, ovarian cancer, and pancreatic cancer specimens. For dimensionality reduction and visualization, UMAP was used.

### Scratch healing assay

RenCa (1 × 10^5^) cells were seeded on 6-well plates and incubated for 48 h at 37 °C until cells became confluent monolayer. To create a gap in the confluent monolayer of RenCa cells, each well was scraped in a straight line with a 200 μl pipet tip and washed with PBS. Next, the first image of the scratch was acquired and the gap area was measured using the ImageJ FIJI software (time 0). Sorted F4/80^low^Ly6C^low^ or F4/80^high^Ly6C^low^ macrophages (5 × 10^4^) were seeded on inserts of Transwell systems (3412, Corning, Glendale, AZ, USA) and these inserts were combined with the 6-well plates on which RenCa cells were seeded. After 24 h of incubation, each well was washed with PBS, and the second image of the scratch was obtained (time 24). The degree of gap closure was evaluated using ImageJ FIJI software. The percentage of gap closure area was calculated using the following formula: % closure area = (time 0–time 24)/time 0. To evaluate the effect of SSZ on macrophage function, sorted F4/80^low^Ly6C^low^ macrophages were cultured for 24 h in the culture media containing SSZ (300 μM) or PBS. After incubation, SSZ-treated F4/80^low^Ly6C^low^, PBS-treated F4/80^low^Ly6C^low^, or PBS-treated F4/80^high^Ly6C^low^ macrophages were co-cultured with RenCa cells in Transwell systems (3412, Corning, Glendale, AZ, USA) after creating a gap.

### MTS assay

RenCa cells (2 × 10^3^) were seeded on a 96-well plate. Twenty-four hours after incubation, SSZ (100, 200, 300, or 400 μM), PBS, or RPMI 1640 medium was added, and cells were incubated for 48 h. Sorted F4/80^low^Ly6C^low^ macrophages (1 × 10^4^) were seeded on 96-well plates and incubated overnight. SSZ (300 μM), PBS, or RPMI 1640 medium was added, and cells were incubated for 24 h or 48 h. Cells were washed using PBS and incubated for 1 h in RPMI 1640 medium containing 10% FBS and MTS reagent according to the manufacturer’s protocol (G3580, Promega, Madison, WI, USA). Cell viability was measured using a plate reader (PerkinElmer, Waltham, MA, USA). The percentage of cell viability was calculated by dividing the value of SSZ- or PBS-treated cells by the value of RPMI 1640-administered cells.

### LDH assay

RenCa cells (2 × 10^3^) were seeded on a 96-well plate. Twenty-four hours after incubation, SSZ (100, 200, 300, or 400 μM) or PBS was added, and cells were incubated for 48 h. Sorted F4/80^low^Ly6C^low^ macrophages (1 × 10^4^) were seeded on 96-well plates and incubated overnight. SSZ (300 μM) or PBS was added, and cells were incubated for 48 h. Cell toxicity was measured using the Cytotoxicity LDH Assay kit-WST (CK12, Dojindo Molecular Technologies, Inc., Kumamoto, Japan) following the manufacturer’s non-homogeneous protocol and a plate reader (PerkinElmer, Waltham, MA, USA). Cells treated with lysis buffer were used as the positive control. The percentage of cell toxicity was calculated by dividing the value of SSZ- or PBS-treated cells by the value of positive control cells.

### Cystine uptake assay

Sorted F4/80^low^Ly6C^low^ or F4/80^high^Ly6C^low^ macrophages (2 × 10^4^) were seeded on 96-well black plates and incubated for 48 h. Cells were washed using cystine-free DMEM (21013024, Thermo Fisher Scientific, Waltham, MA, USA) three times. Thereafter, SSZ (300 μM) or PBS was added and cells were incubated for 5 min. The uptake of cystine uptake was evaluated using the Cystine Uptake Assay kit (UP05, Dojindo Molecular Technologies, Inc., Kumamoto, Japan) according to the manufacturer’s protocol. The fluorescence intensities, which reflect cystine uptake activity [93], were measured using a plate reader (PerkinElmer, Waltham, MA, USA).

### Human data of kidney cancer patients

Forty-nine kidney cancer patients who received ICI therapy from October 2016 to April 2021 at the University of Tokyo hospital were included in this study. Patients were followed through July 2021. All patients were ≥20 years old. We excluded patients if they had incomplete eGFR profiles or received dialysis or kidney transplantation. CKD was defined as eGFR <60 ml/min/1.73 m^2^ at the time of ICI initiation. All demographic variables, including age, gender, ICI therapy regimen, Karnofsky performance status, hemoglobin level, calcium level, neutrophil level, and platelet level were collected from the time of ICI initiation by reviewing physician notes as well as laboratory results via the electronic medical record. We calculated the International Metastatic Renal Cell Carcinoma Database Consortium (IMDC) score according to the previous study [41]. Baseline characteristics were compared using the Student’s *t* test or the Mann–Whitney *U* test for continuous variables and the chi-square test for categorical variables. Patients who survived or were lost to follow-up during the study period or stopped ICI therapy due to other causes than disease progression were censored at the end of the follow-up period. To evaluate the effect of CKD on time to ICI failure, which was defined as the period from the date of ICI initiation to the date of ICI termination due to disease progression or death during ICI treatment, we performed multivariate Cox regression models and set age and IMDC score (0 or 1 vs. 2) as covariates.

This study was approved by the Institutional Review Board of the University of Tokyo hospital (approval number [G3511]). Written informed consent was provided by all patients. Tumor samples were surgically resected from each patient who received nephrectomy before ICI therapy at the University of Tokyo Hospital. This study was conducted following the principles of the Declaration of Helsinki.

### Statistical analyses

All data are presented as means ± SEM. Mann–Whitney *U* test was used to analyze continuous variables. For multiple comparisons, a Kruskal–Wallis test followed by a post hoc Dann–Bonferroni multiple comparisons test, if appropriate, was conducted. A *p* value <0.05 indicated significance. All statistical analyses were two-sided and were performed by using Stata version 15.1 (StataCorp LP, College Station, TX, USA). To draw bar graphs, GraphPad Prism 9 software (GraphPad Software Inc., San Diego, CA, USA) was used.

## Supplementary information

Supplementary Data Legends

Supplementary Tables

Extended Data Figures

Supplementary figure legends_clean

Supplementary Data 1

Supplementary Data 2

## Data Availability

FACS-sorted murine Ly6C^low^ macrophage RNA-seq data are available in the Gene Expression Omnibus (GEO) under accession number GSE197494. The Cancer Genomw Atlas data were used through the Memorial Sloan Kettering Cancer Center cBioPortal for CANCER GENOMICS (http://www.cbioportal.org). Published single-cell RNA-seq dataset was used through integrative web server short for single-cell RNA-seq data visualization and analyzation (scDVA) (http://panmyeloid.cancer-pku.cn/). Any additional data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: Effect of M2-like macrophages of the injured-kidney cortex on kidney cancer progression
**Source:** Cell Death Discov. 2022 Dec 5;8:480. doi: 10.1038/s41420-022-01255-3
**Supplement:** Supplementary file 1 — Supplementary Data Legends

**Description of additional supplementary files**

**Supplementary Data 1**

**Description: List of all normalized gene expressions in RNA-seq.**

**Supplementary Data 2**

**Description: List of differentially expressed genes.**

# Supplementary material for: Effect of M2-like macrophages of the injured-kidney cortex on kidney cancer progression
**Source:** Cell Death Discov. 2022 Dec 5;8:480. doi: 10.1038/s41420-022-01255-3
**Supplement:** Supplementary file 2 — Supplementary Tables

**Supplementary Table 1. Patient characteristics stratified by CKD (eGFR<60).**

| Characteristics | Total (N=49) | CKD (N=36) | Non-CKD (N=13) | *P*-value |
| --- | --- | --- | --- | --- |
| Age, median (IQR) [year] | 68 (57–71) | 68 (58–71) | 69 (53–70) | 0.79 |
| ≥65, n (%) | 29 (52) | 21 (58.3) | 8 (61.5) | 0.84 |
| Gender (male), n (%) | 37 (75.5) | 28 (77.8) | 9 (69.2) | 0.54 |
| ICI regimen, n (%) |  |  |  | 0.57 |
| Nivolumab monotherapy | 23 (46.9) | 18 (50.0) | 5 (38.5) |  |
| Nivolumab + ipilimumab | 20 (40.8) | 15 (41.7) | 5 (38.5) |  |
| ICI + VEGF-TKI | 6 (12.3) | 3 (8.3) | 3 (23.0) |  |
| IMDC score, n (%) |  |  |  | 0.21 |
| 0 | 6 (12.2) | 4 (11.1) | 2 (15.4) |  |
| 1 | 32 (65.3) | 26 (72.2) | 6 (46.2) |  |
| 2 | 11 (22.5) | 6 (16.7) | 5 (38.5) |  |
| ICI stop due to PD, n (%) | 25 (51.0) | 19 (52.8) | 6 (46.2) | 0.68 |
| Progression-free ICI treatment duration, median (IQR) [days] | 112 (42–240) | 80 (37–203) | 152 (113–265) | 0.12 |

Abbreviations: CKD, chronic kidney disease; ICI, immune checkpoint inhibitor; IMDC, International Metastatic Renal Cell Carcinoma Database Consortium; IQR, interquartile range; min, minimum; PD, progressive disease.

**Supplementary Table 2. Factors related to the progression-free ICI therapy duration based on a Cox regression analysis (N=49).**

| Characteristics | Unadjusted hazard ratio (95% CI) | *P*-value | Adjusted hazard ratio (95% CI)^a^ | *P*-value |
| --- | --- | --- | --- | --- |
| Age |  |  |  |  |
| <65 years | Reference |  | Reference |  |
| ≥65 years | 0.74 (0.33–1.66) | 0.47 | 0.62 (0.27–1.42) | 0.26 |
| IMDC score |  |  |  |  |
| 0-1 | Reference |  | Reference |  |
| 2 | 2.73 (1.08–6.89) | 0.03 | 6.15 (1.78–21.3) | 0.004 |
| CKD |  |  |  |  |
| No | Reference |  | Reference |  |
| Yes | 1.42 (0.56–3.61) | 0.47 | 3.82 (1.10–13.3) | 0.035 |

^a^Adjusted for age, IMDC score, and CKD.

Abbreviations: CI, confidence interval; CKD, chronic kidney disease; ICI, immune checkpoint inhibitor; IMDC, International Metastatic Renal Cell Carcinoma Database Consortium.

**Supplementary Table 3. List of oligonucleotides used for qPCR in this study.**

| **Primer** | **Forward** | **Reverse** |
| --- | --- | --- |
| Mouse βactin | AAGATCAAGATCATTGCTCCTCCTG | AAACGCAGCTCAGTAACAGTCC |
| Mouse Arg1 | TCACCTGAGCTTTGATGTCG | TCACCTGAGCTTTGATGTCG |
| Mouse Vegfa | TTACTGCTGTACCTCCACCA | ACAGGACGGCTTGAAGATG |
| Mouse Il10 | AGGCGCTGTCATCGATTTCT | ATGGCCTTGTAGACACCTTGG |
| Mouse Il1β | CCTTCCAGGATGAGGACATGA | AACGTCACACACCAGCAGGTT |
| Mouse Il6 | ACAAAGCCAGAGTCCTTCAGAGAG | TTGGATGGTCTTGGTCCTTAGCCA |
| Mouse Tnfa | ACGTCGTAGCAAACCACCAA | ACGTCGTAGCAAACCACCAA |
| Mouse Slc7a11 | CTTTGTTGCCCTCTCCTGCTTC | CAGAGGAGTGTGCTTGTGGACA |

# Supplementary material for: Effect of M2-like macrophages of the injured-kidney cortex on kidney cancer progression
**Source:** Cell Death Discov. 2022 Dec 5;8:480. doi: 10.1038/s41420-022-01255-3
**Supplement:** Supplementary file 4 — Supplementary figure legends_clean

**Supplementary figure legends**

**Extended Data Figure 1. Kidney cancer progression on the AA-injected kidney is similarly enhanced with the increase of F4/80^low^Ly6C^low^ macrophages.**

**a,** AA was intraperitoneally administrated 14 days before euthanization. Representative Sirius red staining (left) and immunohistochemical analysis of F4/80 expression (right) in the kidney cortex are shown. Scale bars: 100 μm.

**b-f,** RenCa cells were orthotopically inoculated 14 days after AA or PBS administration, and mice were euthanized 20 days after inoculation. **b,** Picture of AA-tumors and PBS-tumors are shown. **c,** The tumor volume of each group is shown. (n=5 per group; two-sided Mann–Whitney *U* test) Percentages of F4/80^low^Ly6C^low^ cells **(d)**, F4/80^high^Ly6C^low^ cells **(e)**, and F4/80^low^Ly6C^high^ cells **(f)** among F4/80^+^ cells are shown. (n=5 per group; two-sided Mann–Whitney *U* test)

Abbreviations: AA, Aristolochic acid

**Extended Data Figure 2. Systemic factor of kidney injury does not affect cancer progression.**

**a,** Plasma creatinine level was measured 14 days after uIRI. (n=9 per group; two-sided Mann–Whitney *U* test) **b,** Plasma urea nitrogen level was measured 14 days after uIRI. (n=6 per group; two-sided Mann–Whitney *U* test) **c,** Picture of subcutaneously injected RenCa tumor after uIRI or sham operation is shown.

Abbreviations: uIRI, unilateral ischemia-reperfusion injury

**Extended Data Figure 3. Gene expression pattern of F4/80^low^Ly6C^low^ macrophages.**

To assess the characteristics of F4/80^low^Ly6C^low^ macrophages, gene expression pattern was evaluated using sorted F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages. **a-c,** The expression of M2 macrophage markers *Arg1* **(a)**, *Vegfa* **(b)**, and *Il10* **(c)** was evaluated in F4/80^low^Ly6C^low^ macrophages, compared to F4/80^high^Ly6C^low^ macrophages. (n=6 per group; two-sided Mann–Whitney *U* test) **d-f,** The expression levels of *Il1b* **(d)**, *Il6* **(e)**, and *Tnfa* **(f)** were compared between F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages (n=6 per group; two-sided Mann–Whitney *U* test)

**Extended Data Figure 4. Tumor-infiltrating T cell population is decreased in kidney cancer inoculated into AA-treated kidney subcapsule.**

**a-c,** Intratumor CD3^+^ **(a)**, CD4^+^ **(b)**, CD8^+^ T cell proportion in CD45^+^ cells **(c)** was quantitatively evaluated in kidney cancer inoculated into AA-treated kidney and kidney cancer inoculated into PBS-treated kidney subcapsule, as determined by flow cytometer. (n=4 per group; two-sided Mann–Whitney *U* test)

Abbreviations: AA, aristolochic acid

**Extended Data Figure 5. Tumor-infiltrating Treg population, T cell function, and exhausted T cell population are not different between uIRI-Can and Sham-Can.**

**a,** CD4^+^ FoxP3^+^ Treg cell proportion in CD4^+^ T cells in uIRI-Can and Sham-Can is shown. (n=6 per group; two-sided Mann–Whitney *U* test) **b-c,** Tumor-infiltrating IFNγ^+^ CD8^+^ T cell proportion **(b)** and TNFα^+^ CD8^+^ T cell proportion **(c)** among CD8^+^ T cells in uIRI-Can and Sham-Can are shown. (n=6 per group; two-sided Mann–Whitney *U* test) **d,** PD1^+^ Tim3^+^ CD8^+^ T cell proportion in CD8^+^ T cells in uIRI-Can and Sham-Can is shown. (n=6 per group; two-sided Mann–Whitney *U* test)

Abbreviations: uIRI, unilateral ischemia-reperfusion injury; uIRI-Can, kidney cancer inoculated into the kidney subcapsule after unilateral IRI; Sham-Can, kidney cancer inoculated into the kidney subcapsule after sham operation

**Extended Data Figure 6. F4/80^low^Ly6C^low^ macrophage proportion and gene expression of F4/80^low^Ly6C^low^ macrophages in uIRI kidney cortex.**

**a,** F4/80^low^Ly6C^low^ macrophage proportion in F4/80^+^ cells was evaluated in kidney cortex which was performed uIRI or sham operation 14 days before euthanization, as determined by flow cytometer. (n=4 per group; two-sided Mann–Whitney *U* test) **b,** To assess the characteristics of F4/80^low^Ly6C^low^ macrophages, gene expression was evaluated using F4/80^low^Ly6C^low^ and F4/80^high^Ly6C^low^ macrophages sorted from uIRI kidney cortex. F4/80^low^Ly6C^low^ macrophages expressed M2 macrophage markers *Arg1* and *Vegfa*, compared to F4/80^high^Ly6C^low^ macrophages. (n=3 per each F4/80^high^Ly6C^low^ macrophage group, n=4 per each F4/80^low^Ly6C^low^ macrophage group; two-sided Mann–Whitney *U* test)

Abbreviations: uIRI, unilateral ischemia-reperfusion injury

**Extended Data Figure 7. F4/80^low^Ly6C^low^ macrophage depletion from uIRI kidney with anti-CD8 or CD4 antibody.**

Anti-CD8 or anti-CD4 antibody or isotype control was administered every 6 days starting the day after RenCa cell inoculation into uIRI kidney subcapsule treated with CL or PBS after uIRI. Mice were euthanized 20 days after tumor inoculation. **a,** The experimental protocol is shown. **b,** Tumor-infiltrating CD8^+^ T cell proportion in CD45^+^ cells was quantitatively evaluated, as determined by flow cytometer; anti-CD8 antibody or isotype control administration to kidney cancer on PBS-treated uIRI kidney (left) (n=5 per group), anti-CD8 antibody or isotype control administration to kidney cancer on CL-treated uIRI kidney (right) (n=3 per isotype control group, n=5 per anti-CD8 antibody group; two-sided Mann–Whitney *U* test). **c-e,** The anti-CD4 antibody or isotype control was administered for tumor-bearing mice after CL or PBS treatment; anti-CD4 antibody or isotype control administration to kidney cancer on PBS-treated uIRI kidney (left) (n=4 per group), anti-CD4 antibody or isotype control administration to kidney cancer on CL-treated uIRI kidney (right) (n=4 per group; two-sided Mann–Whitney *U* test). **c,** Representative photos of each tumor are shown. **d,** Tumor volume is shown. **e,** The proportion of tumor-infiltrating CD4^+^ T cells in CD45^+^ cells was quantitatively evaluated, as determined by flow cytometer. (n=4 per each group)

Abbreviations: Lt. left side; uIRI, unilateral ischemia-reperfusion injury; CL, clodronate liposome; Ab, antibody

**Extended Data Figure 8. Confirmation of RNA-seq results.**

**a,** Representative gene tracks of RNA-seq signals around *Vegfa* in kidney samples and tumor samples. 

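Vegfa (ENSMUSG00000023951) lies on chromosome 17, 46016993 to 46032369, on the minus strand of GRCm38 (mm10), and no other annotated gene overlaps it. Over the whole gene, macrophages of uIRI kidney cortex held 46.2 to 63.1 CPM of Vegfa in the 3 libraries and those of sham kidney cortex 6.23 to 7.72 CPM. In the tumors the 4 uIRI-Can libraries held 87.9 to 139.9 CPM and the 4 Sham-Can libraries 41.7 to 104 CPM, so the tumor groups overlapped.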

RNA-seq signals are visualized using Integrative Genomics Viewer (Version 2.11.3) (<http://software.broadinstitute.org/software/igv/>) **b,** qPCR confirmed that *Vegfa* was highly expressed in Ly6C^low^ macrophages sorted from uIRI kidney cortex (left) and uIRI-Can (right) compared to those from sham kidney cortex and Sham-Can. (n=3 per each kidney sample, n=4 per each tumor sample; two-sided Mann–Whitney *U* test) **c,** qPCR confirmed that *Slc7a11* was highly expressed in Ly6C^low^ macrophages sorted from uIRI kidney cortex (left) and uIRI-Can (right) compared to those from sham kidney cortex and Sham-Can. (n=3 per each kidney sample, n=4 per each tumor sample; two-sided Mann–Whitney *U* test) **d,** F4/80^low^Ly6C^low^ macrophage proportion in Ly6C^low^ cells was quantitatively evaluated in kidney sample (uIRI vs Sham kidney cortex) (left) and tumor sample (uIRI-Can vs Sham-Can) (right), as determined by cell sorter. (n=3 per each kidney sample, n=4 per each tumor sample; two-sided Mann–Whitney *U* test)

Abbreviations: uIRI, unilateral ischemia-reperfusion injury; uIRI-Can, kidney cancer inoculated into the kidney subcapsule after unilateral IRI; Sham-Can, kidney cancer inoculated into the kidney subcapsule after sham operation

**Extended Data Figure 9. The effects of sulfasalazine on RenCa cells and macrophages.**

**a-b,** RenCa cells were treated with SSZ (100, 200, 300, 400 μM) or PBS. (two-sided Mann–Whitney *U* test) **a,** Percent of cell viability was compared between the SSZ group and the PBS group using MTS assay. **b,** Percent of cell toxicity was compared between the SSZ group and the PBS group using LDH assay. Black circle represents the PBS group, and black triangle represents the SSZ group. **c,** Sorted F4/80^low^Ly6^low^ and F4/80^high^Ly6^low^ macrophages were treated with SSZ (300 μM) or PBS. Cystine uptake ability was compared between the SSZ group and the PBS group among F4/80^low^Ly6^low^ macrophages (left) and F4/80^high^Ly6^low^ macrophages (right). (two-sided Mann–Whitney *U* test) **d-e,** Sorted F4/80^low^Ly6^low^ macrophages were treated with SSZ (300 μM) or PBS. **d,** Percent of cell viability was compared between the SSZ group and the PBS group 24 or 48 h after SSZ or PBS treatment by MTS assay. Black circle represents the PBS group, and black triangle represents the SSZ group. (two-sided Mann–Whitney *U* test) **e,** Percent of cell toxicity was compared between the SSZ group and the PBS group by LDH assay. (two-sided Mann–Whitney *U* test) **f,** SSZ or PBS was administered every day starting 7 days after tumor inoculation into uIRI-operated kidney subcapsule. CD4^+^ FoxP3^+^ Treg cell proportion in CD4^+^ T cells was compared between the SSZ group and the PBS group. (n=5 per group; two-sided Mann–Whitney *U* test) **g,** RenCa cells were cocultured with F4/80^low^Ly6C^low^(M2-like), SSZ-treated F4/80^low^Ly6C^low^(M2-like+SSZ), or F4/80^high^Ly6C^low^(nonM2-like) macrophages in Transwell systems for 24 h after creating a gap in confluent monolayer of RenCa cells, and the degree of gap closure was evaluated. The protocol of this experiment is shown.

Abbreviations: uIRI, unilateral ischemia-reperfusion injury; uIRI-Can, kidney cancer inoculated into the kidney subcapsule after unilateral IRI; Sham-Can, kidney cancer inoculated into the kidney subcapsule after sham operation; SSZ, sulfasalazine

**Extended Data Figure 10. *SLC7A11* positive macrophages are identified in human kidney, lung, colon, ovarian, and pancreatic cancer.**

**a-b,** *SLC7A11*-positive macrophages were detected mainly in *GPNMB*-positive or *FN1*-positive macrophage sub-clusters among kidney cancer patients. **c,** Kaplan–Meier plot showing the overall survival of kidney cancer patients based on the expression level of *SLC7A11* in non-myeloid cells; blue line indicates *PTPRC*-low & *SLC7A11*-low patients, and red line indicates *PTPRC*-low & *SLC7A11*-high patients. The expression of *SLC7A11* in non–myeloid cells was not associated with prognosis among kidney cancer patients. Statistical analysis was performed using the two-sided log-rank test. HR was calculated using univariate the Cox regression analysis. **d-e,** *SLC7A11*-positive macrophages were also identified in lung, colon, ovarian, and pancreatic cancer patients, and these macrophages were mainly detected in *SPP1*-positive macrophage sub-clusters.

How the deposited data were processed for this re-analysis (not part of the article)

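RNA of Ly6C-low macrophages sorted from mouse tissue was sequenced in 14 libraries, 3 from uIRI kidney cortex, 3 from sham kidney cortex, 4 from uIRI-Can and 4 from Sham-Can. Each library was matched to its group by its own label, and the kidney and tumor libraries were compared within their tissue, uIRI against sham, as in the paper.

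According to the paper's methods, the authors trimmed the reads with Trimmomatic 0.38, mapped them to mm10 with HISAT2 2.1.0, sorted them with Samtools 1.9, computed TPM with StringTie 1.3.4d and made a count table with featureCounts 1.6.3 (unstranded, multi-mapping reads included, fragments of 0 to 500 bases) over GENCODE M20, after FastQC 0.11.8. They analyzed quantification values with CLC Genomics Workbench 21.0.3 and gene ontology with DAVID 6.8. The table that the authors deposited has the layout of CLC Genomics Workbench, and the sources used here do not say whether its counts come from that program or from the tools named above. The counts in the authors' deposited table are whole numbers that sum to a different total in each library, so they were taken as raw counts. The TPM values that the authors deposited sum to the same total in every library and were used only in an alternative analysis. The RPKM values that the authors deposited are in a constant ratio to their TPM values within a library and were not used in tests. The CPM values that the authors deposited are in a constant ratio to the counts within a library but do not sum to the same total, so the authors scaled them by an effective library size, and they were not used here. The deposited table of the authors' comparisons also holds a maximum group mean, a signed fold change (a score without a fixed range, negative where the uIRI group is lower), its log2 value, a p-value and adjusted p-values, which were used only to compare with the paper.

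From the counts, edgeR 4.0.16 and limma 3.58.1 in R 4.3.3 gave TMM library sizes, CPM, dispersions and quasi-likelihood F tests (glmQLFit and glmQLFTest), with p-values adjusted by the Benjamini-Hochberg method over the genes tested. Genes were kept by filterByExpr, with a minimum count of 10 scaled to library size and a minimum total of 15. A kidney gene was called at an adjusted p under 0.001 and a fold change over 2 (a log2 fold change over 1), since the fold changes in the paper's Supplementary Data 2 start at 2 while its methods give log FC more than 2. A tumor gene was called at an adjusted p under 0.05. A standard error is the absolute log2 fold change divided by the square root of the F statistic. The tissue difference was tested in 1 edgeR fit of all 14 libraries as the kidney effect minus the tumor effect, at an adjusted p under 0.05. Exact permutation tests are two-sided tests of the difference of means.

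Gene lists were tested with camera from limma at a preset correlation between genes of 0.01, on log2 CPM with a prior count of 2, adjusted over the 34 lists with measured genes. Camera was run again with the correlation estimated from the data, and fry tested each list's own direction. With the estimate, p rose even where the estimated correlation was below the preset one, as for matrix remodeling in kidney cortex. A list that did not pass that run is therefore not shown to owe its result to correlation between genes. The lists of pathways and of markers of other cell types were written before the data were examined but after the paper's Supplementary Data 2 had been read. So lists that hold genes of that table are not independent of these libraries. The genes named in the text were chosen by a rule written at the same time. It takes every gene the paper names for these libraries and its qPCR and sort markers. It takes, per comparison, the 10 called genes with the largest change in each direction among those with at least 10 CPM in the higher group and no overlap between groups, without predicted genes. It takes up to 4 genes per list with the smallest adjusted p, and the 10 genes with the smallest adjusted p in the tissue difference. Gm26917, Rn7s and Xist fall outside that rule and were chosen after their values were seen. Coordinates and overlapping genes are those of the authors' deposited table, on GRCm38 (mm10), and the analysis of counts without strand cannot part overlapping genes.

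Total counts were 5536580 to 10754535 per library (median 7435616), which sets the counting error of each value. No pair of libraries within a group was alike beyond sampling, with a chi-square per degree of freedom of 6.18 to 65.8 over 18 pairs. The tests were tried on simulated counts drawn from the means, dispersions and library sizes of these libraries, with 200 genes changed. In the kidney simulation edgeR tested 11983 genes at an adjusted p under 0.001, recovered 46.4% of the genes changed 2-fold and 89.9% of those changed 4-fold, and called 3 unchanged genes. The fold threshold of the real kidney calls was left out there. The genes changed 2-fold had a median absolute log2 fold change of 0.978, below that threshold, so the full rule may recover fewer. In the tumor simulation, at an adjusted p under 0.05 over 12136 genes, it recovered 67% and 91% and called 5 unchanged genes. DESeq2 recovered 74% and 94% there over 12305 genes and called 19 unchanged genes. In the simulation of the tissue difference, over 11519 genes, edgeR recovered 41.7% and 74.5% and called 7 unchanged genes.

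Alternatives were DESeq2 1.42.0, scaling by library totals, no filter on low counts, the replicate number as a block, 1 fit of all 14 libraries, counts without the 20 most abundant genes, limma-trend on log2 of TPM plus 1, other thresholds and each library left out in turn. An edgeR likelihood ratio test, a minimum on the deposited maximum group mean, an unadjusted threshold, pairs of libraries left out, components with 1 library left out and other library sizes for the interferon genes were added after the values had been seen. Principal components used log2 CPM with a prior count of 2, and figures were drawn with matplotlib 3.10.9. The reads, the proteins, the qPCR and the human data of the paper were not analysed here, and Supplementary Data 1 was held only in part and not used.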

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

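The tests of the cardiac muscle transcripts, of sample purity and of the interferon genes were chosen only after those results had been seen, and the other tests before.

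Cardiac muscle genes had a median log2 fold change of 1.09 in uIRI against sham kidney cortex, and such genes, led by Myh6 at 37.5 to 295 CPM, were present in all 14 libraries although the gate took CD45-positive leukocytes. A single outside source of heart RNA would keep the cardiac genes in 1 ratio, and their counts varied between libraries with a chi-square per degree of freedom of 3.15, where fibroblast genes gave 15.8, so this source cannot be told apart from several. Over all groups, with group means removed, mitochondrial transcripts went with the cardiac sum (Pearson r 0.906, permutation p = 0.00602, Spearman rho 0.873, permutation p = 0.00389, adjusted over 2 relations p = 0.00602 and p = 0.00389, r 0.776 without Sham-Can 1 and 2), in 3 of the 4 groups but not in uIRI-Can (r -0.763), and that slope predicts 79.3% of the higher mitochondrial CPM of uIRI kidney cortex (78.8% with the slope within the kidney groups), so heart RNA may account for part of it. The same sum went with Rn7s, an abundant noncoding RNA (Pearson r 0.953, permutation p = 1.70e-04, Spearman rho 0.899, permutation p = 4.70e-04, adjusted p = 3.40e-04 and p = 9.40e-04, r 0.907 without those libraries). An effect of uIRI that is the same in both tissues would move these genes alike. The list went opposite ways (median 1.09 in kidney cortex and -0.89 in the tumors, with 12 of 12 genes positive and 12 of 12 negative). An effect of uIRI stays open, since it may differ between tissues, which this does not test. With camera and an estimated correlation the higher adjusted p of the kidney and tumor comparisons was 0.547.

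Tubule markers fell by 2.07 (median log2, standard error 0.26) and fibroblast markers were higher by 2.86 (standard error 0.69) in uIRI kidney cortex. The paper's text does not discuss these genes, though its tables list Col1a1 as higher in both tissues. A lower purity of the sorted cells, with the tissue around them unchanged in make-up, would raise markers of every other cell type. The tubule and fibroblast medians have opposite signs and lie 4.93 apart on the log2 scale, which argues against that as the whole cause. It does not exclude a lower purity where the make-up of the tissue also changed. Collagen expression by the macrophages alone would leave other fibroblast genes unchanged, and 4 such genes on a second list had a median of 1.10 (standard error 0.50). With edgeR, Tagln (2.27, adjusted p = 3.63e-05) and Sparc (1.29, adjusted p = 0.00307) were higher. Cald1 (0.92, adjusted p = 0.125) and Serpinh1 (0.38, adjusted p = 0.538) did not pass, so these 4 genes are too few to exclude it. RNA from a kidney with fewer tubule cells and more fibroblasts remains possible but cannot be told apart from changes within the macrophages, because a second tubule list had a median of -1.82 (standard error 0.54, 6 of 7 genes negative) while the whole second fibroblast list had 0.65 (standard error 0.54, 4 of 6 positive).

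Type I interferon genes had a median log2 fold change of -0.55 and interferon gamma GTPases of -0.99 in uIRI-Can against Sham-Can, in genes the paper does not discuss, and neither list passed with an estimated correlation (both adjusted p = 0.247) or with fry (both adjusted p = 0.132). The mean log2 CPM of the type I list differed by -0.48 (exact permutation test, two-sided, p = 0.0286, n = 4 each), which 1 of 35 splits reached (highest other 0.47), but 2 of 35 did with TMM over all 14 libraries without the count filter and 3 of 35 with library totals, and the list was chosen for its low p on these libraries, so the splits do not exclude chance. With 1 library left out the difference nearest 0 was -0.42, so no single library sets it, while the median of all genes tested, -0.00682, is held near 0 by TMM and decides nothing about a shift of scaling (the list's median was -0.55 with library totals). The GTPases differed by -1.08 (exact permutation test, p = 0.0571), with uIRI-Can 1 at 4.63 against 3.31 to 3.51 in the other uIRI-Can libraries. The paper reports more of its M2-like macrophages among the sorted cells in uIRI-Can than in Sham-Can, so the mix of macrophages differed. That mix, or a lower interferon response in uIRI-Can, may lie behind these lower values, and neither was tested further.

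With 82 values tested for a library far from the others of its group, 8 were found where chance gives about 1 in 20, or 4.10. Besides the GTPases, Arg1 was 266 CPM in uIRI-Can 2 and 65.5 to 83.4 in the other uIRI-Can libraries. In Sham-Can 2, Rn7s was 80437 CPM where the other Sham-Can libraries held 33761 to 36752, cardiac genes 757 CPM (186 to 269), the mean log2 CPM of type I interferon genes 4.51 (4.92 to 4.99) and Cxcl14 70.4 CPM (40.8 to 44.8). In Sham-Can 1, Slc7a11 was 39.6 CPM (19.6 to 20.5) and Spp1 623 CPM (379 to 395).

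The effect of uIRI differed between kidney cortex and tumor in 2021 of 13384 genes in edgeR's test of the difference. By the paper's methods the tissues also differed in the time since the operation and in the dissociation reagents, which this test cannot tell apart from tissue. By kidney minus tumor log2 fold change, Nxpe5 differed by 5.30, Spon1 by 6.64 and Ddit4 by -4.10. Of 34 lists, 16 differed between the tissues with camera and 0 with an estimated correlation (lowest adjusted p = 0.185). Of 100 splits drawn within each tissue, 3 called as many genes, the highest other 2664. The 89 that break up the kidney groups called at most 1, and of the 10 that keep them and regroup the tumors 2 called as many, so the count follows the kidney groups and the splits do not exclude chance for a difference between the tissues.

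The kidney comparison called 695 genes against at most 0 in the other 9 of its 10 splits, and it changed 13 gene lists against at most 8, where 10 splits are too few for a share under 0.05 and 1 of them, the real one, reached each value. With edgeR the tumor comparison called 0 genes (1027 at an unadjusted p under 0.05, DESeq2 82 up and 54 down), and 0 genes were in common with kidney cortex in either direction (DESeq2 20 and 4). Every split reaches a count of 0, so these 35 of 35 splits (highest other 2, 0 and 0) decide nothing about chance. The 1027 genes at an unadjusted p under 0.05 were reached by 5 of 35 splits (highest other 1485), so chance cannot be excluded for them. The 16 changed lists were reached by 1 of 35 splits (highest other 15), but the lists were written after the paper's tables from these libraries had been read, and 0 lists changed with an estimated correlation or with fry, so chance is not excluded. Of the genes called up in kidney cortex, 92 were higher in uIRI-Can at an unadjusted p under 0.05, which 1 of 35 splits reached (highest other 87). That share is under 0.05 for this count taken alone and is the smallest that 35 splits allow. It was not adjusted over the split tests made here, and another grouping came near, so chance is not firmly excluded.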

How the results depend on the processing

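The likelihood ratio test, the deposited minimum, the unadjusted threshold, the pairs of libraries left out and the components with 1 library left out were chosen only after the values had been seen. In no alternative did a named gene reverse its direction. No changed list did so with an estimated correlation, fry, library totals, the replicate block or libraries left out, and the other alternatives were not tried on lists. Camera takes a list's direction relative to the other genes, so scaling by library totals could hardly reverse it. Of 99 named kidney genes 57 kept their side of the threshold in every alternative, of 79 tumor genes 33 and of 10 genes of the tissue difference all 10. The causes of the shifts below were not tested.

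In kidney cortex (427 up, 268 down), scaling by library totals gave 315 and 462, no filter 595 and 427, 1 fit of all 14 libraries 291 and 143, limma on TPM 203 and 347, a log2 fold change over 2 gave 158 and 55, an adjusted p under 0.05 without a fold threshold 2174 and 1850, the likelihood ratio test 594 and 403, and a deposited maximum group mean of at least 1 gave 381 and 242. Leaving out uIRI kidney cortex 1 and sham kidney cortex 2 gave 224 and 110. With 1 library left out the counts were 292 to 461 up and 157 to 270 down, the lowest without uIRI kidney cortex 1.

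In the tumors (0 up, 0 down with edgeR, 1027 genes at an unadjusted p under 0.05) and for the genes in common with kidney cortex (0 and 0), DESeq2 gave 82 up, 54 down and 20 and 4 in common, no filter 63, 34, 27 and 3, 1 fit of all 14 libraries 37, 17, 11 and 1, the likelihood ratio test 85, 56, 25 and 4, the same test with a deposited maximum group mean of at least 1 gave 76, 54, 18 and 3, and an unadjusted p under 0.05 gave 572, 455, 92 and 16. With 1 library left out the counts were 0 to 18 up, 0 to 23 down and 0 to 8 and 0 to 4 in common, above 0 only without uIRI-Can 1. Slc7a11 in the tumors (log2 fold change 1.17) was past the threshold with DESeq2 at 1.17, without the filter at 1.17 and with the likelihood ratio test at 1.17. With 1 library left out it was 0.90 to 1.49, and in kidney cortex 2.73 to 3.18.

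The first kidney component (62.8% of variance) held 47.1% without the filter, 48.3% with genes scaled to unit variance and 74.0% with the 500 most variable genes, and 61.6 to 66.2% with 1 library left out. The first tumor component (26.2%) held 28.9% without TMM, 23.1% without the filter, 28.4% with unit variance and 29.3% with the 500 most variable genes, and 28.0 to 32.4%. The changed lists (13 in kidney, 16 in tumor with camera) were 0 and 0 with an estimated correlation, and 19 and 0 with fry, while with 1 library left out they were 13 to 16 and 12 to 18. The tissue difference (2021 genes) was 1267 to 2153 with 1 library left out, 1267 without sham kidney cortex 2 and 1343 without uIRI kidney cortex 1.

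A replicate block gave 314 up and 173 down in kidney cortex and 0 and 0 in the tumors, where edgeR without the block also called 0. No uIRI library correlated best with the sham library of its own number, so the numbers do not show pairs. The depth limits what the tumor comparison can show for weakly expressed genes, and in simulated tumor counts edgeR recovered 67% of genes changed 2-fold. The simulation drew each gene independently, without shifts that many genes of 1 library share, as seen in Sham-Can 2. The recovered share need not hold for the real tumor libraries, so 0 calls there do not show that 2-fold changes were absent.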

Differences from the paper's values

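The paper reports 93 genes up and 59 down in uIRI-Can, and edgeR's quasi-likelihood test called 0 and 0 at the same adjusted p of 0.05, with 1027 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 lay within a factor of 1.5 of the paper's counts in both directions, at 82 and 54, and edgeR without the count filter only for the genes up, at 63 (34 down). One fit of all 14 libraries gave 37 and 17, and scaling by library totals, the replicate block, leaving out the 20 most abundant genes and limma on TPM gave 0 and 0. With 1 library left out the counts were 0 except without uIRI-Can 1, at 18 and 23. The likelihood ratio test, chosen after seeing the values, gave 85 and 56 and misses 30 and 16 of the paper's genes, and together with a deposited maximum group mean of at least 1 it gave 76 and 54. DESeq2 misses 30 and 20 of the paper's genes and edgeR without the filter 32 and 28. An unadjusted p under 0.05, also chosen after seeing the values, gives 572 and 455 and holds 92 and 59 of them. The authors' p-values, adjusted over the 12305 genes tested here, pass for 103 and 64 genes.

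The paper reports 26 genes upregulated in both tissues, and edgeR gave 0 here, with 92 at an unadjusted p under 0.05 in the tumors. Of the alternatives set before the data were examined, DESeq2 gave 20 and edgeR without the filter 27, within a factor of 1.5 of the paper's count, while 1 fit of all 14 libraries gave 11, leaving out uIRI-Can 1 gave 8 and the others 0. Of the paper's 26 genes, these hold 17, 18, 10 and 7. The likelihood ratio test, chosen after seeing the values, gave 25 and drops 9 of the 26, and with the deposited minimum it gave 18 and drops 9. Slc7a11 is among the common genes with DESeq2, without the filter and with the likelihood ratio test. The unadjusted threshold, chosen after seeing the values, holds all 26.

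The paper states 29 to 34 M reads per sample (M, 1000000 reads), and the deposited counts sum to 5.54 M at the lowest and 10754535 at the highest per library, in counts assigned to genes and not in reads.

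For the kidney genes, where the paper's counts and those here lie within a factor of 1.5, edgeR did not call 74 of the paper's genes up and 64 of those down. In the authors' deposited table, 543 genes up and 382 down pass the kidney thresholds and 102 and 63 the tumor threshold, and the paper's numbers are reached only with a maximum group mean of at least 1, which the paper's text does not name. Its methods give a kidney threshold of log FC more than 2, and at a log2 fold change over 2 that table holds 195 and 78 genes. For all 744 kidney genes and 151 tumor genes of the paper that were tested here, the log2 fold change lay within 1 standard error of the paper's. The paper states that the uIRI and sham groups are separated in the tumor samples in PCA, and here the first and second tumor components did not part them, while on the third they did not overlap (exact permutation test, p = 0.0857 when adjusted over the 3 components tried). The paper's PCA was drawn by TCC-GUI from total counts and the one here from filtered, TMM-scaled log2 CPM, so the input differed.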

Other observations

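Some genes that changed strongly in macrophages of uIRI kidney cortex had values closer to 0 in the tumor comparison. Among the genes whose response differed most, log2 fold changes in the edgeR fit of all 14 libraries were 4.88 in kidney cortex and -0.43 in the tumors for Nxpe5, 2.86 in kidney cortex and -0.06 in the tumors for Cfp, the complement factor properdin, 4.92 in kidney cortex and -0.04 in the tumors for the kinase gene Ikbke, 3.70 in kidney cortex and -0.18 in the tumors for the Fc receptor-like gene Fcrls and 3.80 in kidney cortex and 0.37 in the tumors for Tgm2. The other way, the collagenase Mmp13 had -3.96 in kidney cortex and -0.50 in the tumors. Their adjusted p in edgeR's test of the difference ran from 2.24e-09 to 3.57e-07. At the level of lists, alternative activation had medians of 1.12 and 0.26 in the kidney and tumor comparisons (camera adjusted p of the difference = 1.70e-07, 0.185 with an estimated correlation). Oxidative phosphorylation had 0.59 and -0.04 (adjusted p = 8.33e-08, 0.185 with an estimated correlation).

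In uIRI kidney cortex, some genes that restrain T cells rose. Of 12 measured genes of T cell suppression 6 rose and 1 fell at an adjusted p under 0.05 with edgeR, and the list did not pass camera (adjusted p = 0.0732) but passed fry, upward (adjusted p = 0.00577), with a median of 0.52, or 0.33 with library totals. Cd274, which encodes PD-L1, rose 3.41-fold (adjusted p = 5.73e-06). Of 12 dendritic cell markers 5 rose and 2 fell (camera adjusted p = 0.206, fry adjusted p = 0.00805, upward, median 0.31, or 0.12 with library totals), and Siglech, a marker of plasmacytoid dendritic cells, had a log2 fold change of -4.10 (standard error 0.47, adjusted p = 9.80e-06). Among T cell chemokines, Ccl3 had a log2 fold change of -1.54 (standard error 0.16, adjusted p = 4.14e-06), and the interferon-induced gene Ifit2 had a log2 fold change of -2.15 (standard error 0.20, adjusted p = 8.56e-07). In the kidney comparison these lists did not pass camera, and of them only the GTPases passed fry (downward, adjusted p = 0.00354, median -0.33 with library totals): type I interferon (29 measured, median -0.16, camera adjusted p = 0.203), interferon gamma GTPases (16 measured, median -0.14, camera adjusted p = 0.443), MHC class I (18 measured, median 0.07, camera adjusted p = 0.662), MHC class II (13 measured, median 0.06, camera adjusted p = 0.836), T cell chemokines (8 measured, median -0.42, camera adjusted p = 0.919), proliferation (19 measured, median -0.13, camera adjusted p = 0.946), immediate early genes of tissue dissociation (22 measured, median -0.01, camera adjusted p = 0.662), endothelium (6 measured, median -0.09, camera adjusted p = 0.957) and carcinoma epithelium (4 measured, median 1.00, camera adjusted p = 0.314).

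In the tumor comparison, alternative activation (20 measured, median 0.26, camera adjusted p = 0.309), classical activation (17 measured, median 0.09, camera adjusted p = 0.673), T cell suppression (15 measured, median 0.23, camera adjusted p = 0.172), T cell chemokines (9 measured, median -0.47, camera adjusted p = 0.0636), lipid efflux (20 measured, median -0.16, camera adjusted p = 0.244), proliferation (20 measured, median -0.05, camera adjusted p = 0.419), MHC class II (11 measured, median -0.05, camera adjusted p = 0.8292), immediate early genes (22 measured, median -0.00, camera adjusted p = 0.8292), dendritic cells (11 measured, median 0.25, camera adjusted p = 0.513), endothelium (7 measured, median 0.43, camera adjusted p = 0.370) and carcinoma epithelium (9 measured, median 0.29, camera adjusted p = 0.0636) did not pass the test. Peritoneal macrophage markers (5 measured, median 1.19, camera adjusted p = 0.00640) and markers with 3 measured genes each, T cells (3 measured, median 0.78, camera adjusted p = 0.0237), erythroid cells (3 measured, median -0.90, camera adjusted p = 0.0243) and neutrophils (3 measured, median 0.93, camera adjusted p = 0.0291), passed it with the preset correlation, and with an estimated correlation each had an adjusted p of 0.247. By qPCR, the paper compares Arg1, Il6, Il1b, Tnf and Il10 between its M2-like and other macrophages of uIRI tissue, not between uIRI and sham. The values of these genes in uIRI-Can against Sham-Can therefore do not test those results. Arg1 was at 122 ± 96.6 CPM in uIRI-Can and 53.2 ± 22.0 CPM in Sham-Can (SD, n = 4 each). Its log2 fold change was 1.19 (standard error 0.44, adjusted p = 0.461) with edgeR. It rests on uIRI-Can 2 at 266 CPM, and without that library the log2 fold change was 0.47 (adjusted p = 0.703). Il6 had a log2 fold change of 1.13 (standard error 0.48, adjusted p = 0.548), Il1b a log2 fold change of 0.51 (standard error 0.21, adjusted p = 0.525), Tnf a log2 fold change of -0.49 (standard error 0.24, adjusted p = 0.620) and Il10 a log2 fold change of -0.51 (standard error 0.22, adjusted p = 0.578), and Mrc1, the mannose receptor, a log2 fold change of -0.50 (standard error 0.15, adjusted p = 0.305).

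The genes that the paper's tables list as lower in both tissues are Art3, Dnase1l3, Gbp4 and Slc40a1, which the paper does not discuss. With edgeR 0 genes were called down in both tissues, 16 at an unadjusted p under 0.05 in the tumors and 4 with DESeq2. Xist, which is transcribed in female cells, was at 3.69 ± 4.38 CPM in Sham-Can (SD, n = 4) with 106 counts in the highest library, and at most 0.428 CPM in any library of the other groups. The mice were males according to the paper, and the source of these counts was not tested.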
